# Cranberry Proanthocyanidins and Dietary Oligosaccharides Synergistically Modulate *Lactobacillus plantarum* Physiology

**DOI:** 10.3390/microorganisms9030656

**Published:** 2021-03-22

**Authors:** Ezgi Özcan, Michelle R. Rozycki, David A. Sela

**Keywords:** polyphenols, probiotics, lactobacillus, oligosaccharides, nutrition, cranberry

## Abstract

Plant-based foods contain bioactive compounds such as polyphenols that resist digestion and potentially benefit the host through interactions with their resident microbiota. Based on previous observations, we hypothesized that the probiotic *Lactobacillus plantarum* interacts with cranberry polyphenols and dietary oligosaccharides to synergistically impact its physiology. In this study, *L. plantarum* ATCC BAA-793 was grown on dietary oligosaccharides, including cranberry xyloglucans, fructooligosaccharides, and human milk oligosaccharides, in conjunction with proanthocyanidins (PACs) extracted from cranberries. As a result, *L. plantarum* exhibits a differential physiological response to cranberry PACs dependent on the carbohydrate source and polyphenol fraction introduced. Of the two PAC extracts evaluated, the PAC1 fraction contains higher concentrations of PACs and increased growth regardless of the oligosaccharide, whereas PAC2 positively modulates its growth during xyloglucan metabolism. Interestingly, fructooligosaccharides (FOS) are efficiently utilized in the presence of PAC1, as this *L. plantarum* strain does not utilize this substrate typically. Relative to glucose, oligosaccharide metabolism increases the ratio of secreted acetic acid to lactic acid. The PAC2 fraction differentially increases this ratio during cranberry xyloglucan fermentation compared with PAC1. The global transcriptome links the expression of putative polyphenol degradation genes and networks and metabolic phenotypes.

## 1. Introduction

Polyphenols are bioactive antioxidant molecules with epidemiological and mechanistic evidence for their anti-inflammatory, anticancer, and antimicrobial effects in humans and other mammals [1,2]. Polyphenols are acquired primarily from dietary plant materials with their bioavailability largely dependent on structural modifications catalyzed by gut microbiota, including decarboxylation, deglycosylation, and demethylation, among other activities [3]. Cranberries, in particular, are enriched in several polyphenol classes, including proanthocyanidins (PACs), anthocyanidins, flavanols, and benzoic acids [4]. PACs are oligomeric flavonoids comprised mainly of catechin and/or epicatechin units [5]. The cranberry cell wall incorporates mostly A-type PACs, which contribute a significant fraction of the total flavanols on a weight basis [4]. Cranberries are often used in polyphenol-enriched food products that have been reported to be effective in addressing obesity, inflammation, and cardiovascular disease [6,7]. Specifically, A-type PACs are linked with inhibiting the adhesion of uropathogenic *Escherichia coli*, which is an essential step in the development of urinary tract infections [8]. Lower molecular weight metabolites exhibit increased bioavailability in addition to their antioxidant potential.

Lactic acid bacteria (LAB) interact with polyphenols in native and agricultural plants and do so in various vegetable and fruit fermentations [9]. In addition, LAB species are commensals of the human gut microbiome, and selected strains are used as probiotics [10]. Specifically, *Lactobacillus plantarum* (recently reclassified as *Lactiplantibacillus plantarum* [11]) is a popular probiotic candidate due to the ease of working with it, human origin, and ability to survive gastrointestinal transit. Moreover, *L. plantarum* has been extensively researched in addressing disease states, maintaining gut homeostasis, and as a platform to deliver vaccines [12]. There is evidence for polyphenols enriching specific gut microorganisms through promoting carbohydrate uptake and potentially providing an energy source for cellular growth analogous to the prebiotic effect [13], although the latter is currently a matter of active scientific debate and inquiry. It is generally accepted, however, that polyphenols could act as antimicrobials against certain pathogens and, potentially, against commensals [14]. This altogether makes the combination of LAB strains with prebiotics and polyphenols good candidates for a “synergistic synbiotic” with the intention to interact specifically with the co-administered microorganisms [15].

Dietary plant materials contain fibers that are often resistant to digestion and, thus, fermented by resident microbes within the colon. Dietary fibers include polysaccharides such as pectins, xylans, or oligosaccharides that vary by constituent monosaccharide residues and degree of polymerization (DP). Cranberry fruit contains soluble dietary fibers that may function as a prebiotic through the selective enrichment of beneficial microbes [16]. Accordingly, cranberry hull extract contains two arabinoxyloglucan species, heptasaccharides, and octasaccharides [17]. Furthermore, cranberry xyloglucans are β-(1-4)-linked D-(+)-glucopyranose that may be mainly substituted with an α-linked D-(+)-xylopyranosyl side chain and α-linked L-(+)-arabinofuranosyl unit. Additional side chains substituents have been identified with galactose, rhamnose, galacturonic acid, and fucose [17]. Cranberry products often contain pectic oligosaccharides resulting from pectinase hydrolysis. In general, cranberry extracts contain a complex mixture of both pectic (e.g., homogalacturonan) and xyloglucan oligosaccharides, as well as other carbohydrates such as arabinans [17]. Interestingly, soluble xyloglucans shift the gut microbiome composition to a greater extent than pectic polymers during in vitro fermentation [18].

Plant polyphenols are distributed as soluble molecules in vacuoles and insoluble polyphenols bound within the cell wall. The latter are often challenging to separate from dietary fibers (i.e., polysaccharides) in industrial processes [19]. This is due to hydrophobic aromatic rings and/or hydrophilic hydroxyl groups linking the polyphenols to fiber. Thus, dietary fibers may carry polyphenols during intestinal transit, where they could be released by gut microbiota activity [20]. In cranberries, PACs are both soluble and insoluble and remain associated with fiber and protein after extraction [21]. Given their association within foods, as well as throughout digestion, gut microbes interact simultaneously with cranberry fiber and polyphenols.

We previously reported that the *Bifidobacterium longum* and *L. plantarum* strains utilize cranberry xyloglucans to accumulate a biomass and produce formic acid, among other fermentative end-products. In addition, contaminant phytochemicals (e.g., polyphenols) in crude xyloglucan extracts enhance bacterial growth [16]. This formed the hypothesis that cranberry polyphenols and oligosaccharides interact synergistically with commensal LAB, potentially through increasing the cellular capacity to obtain and metabolize carbohydrates. In order to test this, the differential physiology was evaluated in *L. plantarum* ATCC BAA-793 exposed to combinations of cranberry PACs with dietary oligosaccharides as the sole carbohydrate source.

## 2. Materials and Methods

### 2.1. Bacterial Propagation and Growth Phenotype Assay

Bacterial cells were routinely propagated in de Man, Rogosa, and Sharpe (MRS; BD Difco, Franklin Lakes, NJ, USA) medium supplemented with 0.05% (*w*/*v*) L-cysteine hydrochloride (Across Organics, Fair Lawn, NJ, USA) at 37 °C under anaerobic conditions (Coy Laboratory Products, Grass Lake, MI, USA). Bacterial growth was evaluated in a 96-well microplate reader anaerobically at 37 °C for 48 h by assessing the optical density at 600 nm (OD_600nm_) in an automated PowerWave HT microplate spectrophotometer (BioTek Instruments, Vinooski, VT, USA). Overnight cultures were inoculated (1%, *v*/*v*) into experimental media based on a modified MRS media formulation without an acetate and carbohydrate source (mMRS). Sole carbohydrate sources were added at a final concentration of 1% (*w*/*v*). This includes glucose (Sigma-Aldrich Co., St. Loius, MO, USA), cranberry oligosaccharides (donated by Ocean Spray Inc, Lakeville-Middleboro, MA, USA and extracted as described previously [22]), fructooligosaccharides (FOS) from chicory (≥90%, DP ≥ 10, Sigma-Aldrich Co., St. Loius, MO, USA), and HMO (donated by Daniela Barile, UC Davis, CA, USA). Pooled HMO was extracted as described previously [23] and contained a total of 36.6% (*w/w*) HMO with DP≤5 (3’fucosyllactose (FL), 2’FL, lacto-N-tetraose (LNT), lacto-N-neotetraose (LNnT), lacto-N-fucopentaose (LNFP) I, 3’sialyllactose (SL), and 6’SL), 1 % (*w/w*) monomers, and 53.6% (*w/w*) uncharacterized HMO. PACs (donated by Ocean Spray Inc.) were isolated as described previously [24] (the composition is reported in Table S1) and were dissolved in dimethyl sulfoxide (DMSO, Fisher Chemicals, Hampton NH, USA) to be diluted in mMRS at a final concentration of 1 mg/mL. Each experiment was evaluated in biological triplicates with technical triplicates. Negative controls consisted of inoculated medium in the absence of carbohydrates and PACs.

Growth characteristics were determined using the Growthcurver package in R [25], with the resultant kinetic data was subjected to a one-way ANOVA with Tukey’s honestly significant difference (HSD) test for multiple comparisons. Bacterial strains that were not indicated as American Type Culture Collection (ATCC, Manassas, VA, USA) were acquired from the USDA Agricultural Research Service Culture Collection (NRRL, Peori, IL, USA).

### 2.2. Bacterial Metabolic End-Product Quantification

Cell-free supernatants were harvested from the microplate at the stationary phase and filtered through a 0.22-µm membrane (Costar Spin-X, Corning, Glendale, AR, USA) following centrifugation and stored at −20 °C. Secreted bacterial metabolites were quantified using an Agilent 1260 Infinity High Performance Liquid Chromatography (HPLC) system (Agilent Technologies, Santa Clara, CA, USA) equipped with a Wyatt Optilab T-rEX refractive-index detector (Wyatt Technology Corp., Santa Barbara, CA, USA). Separation was performed on an Aminex HPX-87H column (7.8 mm ID × 300 mm, Bio Rad Laboratories, Hercules, CA, USA) at 30 °C in a mobile phase of 5 mM H_2_SO_4_ at a flow rate of 0.6 mL/min, with an injection volume of 20 µL. Organic acid (acetic, lactic, and formic acids) standards were acquired from Sigma-Aldrich Co. (St. Louis, MO, USA). Metabolite concentrations were calculated from standard curves generated from external standards for six concentrations (0.5, 1, 5, 10, 20, and 50 mM). Quantification was performed in biological triplicates with each HPLC measurement performed in duplicate. The resultant metabolites data was subjected to one-way ANOVA with Tukey’s HSD test for multiple comparisons using GraphPad Prism, version 8 (GraphPad Software Inc., San Diego, CA, USA).

### 2.3. PAC Degradation Product Identification

Ultra-performance liquid chromatography coupled to a Xevo TQD triple quadrupole mass spectrometer (Waters Corp., Milford, MA, USA) was used to identify the phenolic metabolites following *L. plantarum* fermentations with PACs. Separation was conducted as previously reported [26] and performed on a C18 column (100 × 1.0 mm ID; Waters Corp., Milford, MA, USA) at 40 °C with an aqueous phase (2% acetic acid (*v*/*v*)) and an organic phase (2% acetic acid in acetonitrile (*v*/*v*)) at a flow rate of 0.5 mL/min. The total run time was 18 min, with the organic phase applied to the gradient as: 0 min, 0.1%; 1.5 min, 0.1%; 11.17 min, 16.3%; 11.5 min, 18.4%; 14 min, 18.4%; 14.1 min, 99.9%; 15.5 min, 99.9%; and 15.6 min, 0.1%. UV measurements were taken at λ = 280 nm. Electrospray ionization was operated in negative mode with the following parameters: capillary voltage, 3 kV; source temperature, 130 °C; desolvation temperature, 400 °C; desolvation gas (N_2_) flow rate, 750 L/h; and cone gas (N_2_) flow rate, 60 L/h. MS/MS parameters (cone voltage and collision energy) were optimized by direct infusion using 10 μg/mL solutions at a flow rate of 5 μL/min. The MS/MS conditions for each standard are provided in Table S2. Three groups of standards were prepared for separating their elution times and mass spectra using the multiple reaction monitoring (MRM) mode. Data acquisition and processing was performed by MassLynx 4.1 software (Waters Corp., Milford, MA, USA).

### 2.4. RNA-seq Transcriptome Library Preparation

Three milliliters of cells were harvested by centrifugation at the mid-exponential phase and resuspended in 500 μL RNAlater. The samples were incubated at 4 °C overnight and transferred to −80 °C for storage. The cells were pelleted through centrifugation and washed twice with phosphate buffer to remove the residual RNAlater. Total RNA was extracted using the Ambion RNAqeous kit (Invitrogen Corp., Carlsbad, CA, USA) according to the protocol, with minor modifications. Cells were suspended in lysis buffer in Lysing Matrix E bead beating tubes to disrupt cell walls with a FastPrep 24 bead beater (MP Biomedicals, Santa Ana, CA, USA). Bead beating was performed twice at 5.5 m/s for 30 s with 1 min incubation on ice. The RNAqeous protocol was followed and terminated with total RNA elution into 50 µL of elution solution.

Total RNA concentrations were measured on a NanoDrop spectrophotometer (Thermo Scientific, Waltham, MA, USA), and genomic DNA was removed with the Ambion Turbo DNA-free DNase kit (Invitrogen Corp., Carlsbad, CA, USA) for 30 min at 37 °C. Residual genomic DNA contamination was evaluated by qRT-PCR using the PowerUp SYBR Green kit (Applied Biosystems, Foster City, CA, USA) with primers targeting the *L. plantarum rpoD* gene, as described previously [27]. DNase treatment was repeated for a second time when necessary. DNA-free RNA was quantified using the Qubit High-Sensitivity (HS) RNA Assay Kit (Invitrogen Corp., Carlsbad, CA, USA), and RNA integrity was tested using High-Sensitivity RNA screen tapes and reagents on a TapeStation 2200 system (Agilent Technologies, Santa Clara, CA, USA). Samples exhibiting an RNA Integrity Number equivalent (RIN^e^) greater than 7.0 were subjected to ribosomal RNA depletion via the Ribo-Zero Magnetic Kit for bacteria (Illumina Inc., San Diego, CA, USA). Subsequently, mRNA purification was performed using the RNeasy MinElute Cleanup Kit (Qiagen, Hilden, Germany). mRNA concentrations were quantified with the Qubit HS RNA Assay, and rRNA depletion was confirmed through the absence of 16S and 23S peaks on the TapeStation 2200 system.

mRNA-enriched samples with RIN^e^ scores ~ 1.0 were selected for sequencing library preparation with the NEBNext Ultra II Directional kit (New England Biolabs Inc., Ipswich, MA, USA). The purification steps adhered to kit instructions for rRNA depleted RNA using AMPure XP beads (Beckman Coulter, Inc., Brea, CA, USA) and indexed using NEBNext Multiplex Oligos for Illumina (Dual Index Primers Set; New England Biolabs Inc., USA). First- and second-strand complementary DNA (cDNA) synthesis were performed following the library generation protocol. Preparative PCR cycles ranged from 8–12 according to the input RNA concentration. Libraries were quantified with the Qubit double-stranded DNA HS assay (Invitrogen Corp., Carlsbad, CA, USA). The library quality was assessed through a DNA analysis ScreenTape assay on the TapeStation 2200 system. The libraries were pooled in equimolar concentration (0.5 nM) and denatured immediately prior to sequencing following standard Illumina procedures. Sequencing was performed on an Illumina NextSeq platform (paired-end, 2 × 75 bp, 5% Phi-X).

### 2.5. Bioinformatic and Statistical Analysis of Transcriptome Data

Sequencing reads were uploaded to the Massachusetts Green High-Performance Computing Cluster for downstream bioinformatic and statistical analyses, unless specifically noted. Sequencing adaptors were trimmed using Trimmomatic (v.0.32) [28]. The reads were aligned to the 16S rRNA gene region obtained from Silva bacterial reads (https://www.arb-silva.de/, accessed on 29 January 2019) using Bowtie2 (v2.3.4.3) [29]. Samples exhibiting an alignment rate to the 16S gene exceeding 1% were removed from 16S contamination using bbduk in bbmap (v38.34) [30]. The resultant reads were aligned to the reference genome (NCBI accession number: AL935263) using Bowtie2 [29]. Aligned reads were then name-sorted using Samtools (v1.4.1) [31], and the total and specific gene counts were obtained by overlapping of a specific genomic locus (i.e., locus tag) with genomic feature and annotation (GFF) using HTSeq (v0.10.0) [32].

### 2.6. Differential Gene Expression Analysis

In order to identify and quantify the magnitude by which genes are differentially expressed, the R package DESeq2 (v1.26.0) was used to analyze the raw count data [33]. DESeq2 applied the Wald test for statistical analysis, and adjusted *p*-values ≤ 0.05 were defined as significant. A principal component analysis was conducted and visualized by DESeq2. Volcano plots were visualized using EnhancedVolcano [34]. Gene expression was calculated from regularized log-transformed counts, ranked by log_2_ fold change, and visualized in a heatmap.

### 2.7. Transcriptome Functional Annotation and Enrichment Analysis

Genes were ranked by the log_2_ fold change of pair-wise comparisons, without independent filtering for the gene ontology (GO) enrichment analysis performed by R package goseq (v1.38.0) [35]. GO annotations and IDs were obtained from UniProt and used for GO mapping. The gene feature FASTA file was used for length-based biases. Differences with *p*-values ≤ 0.05 were considered significant. The R package ggplot2 (v3.3.0) [36] was used to generate the bubble graph to visualize the GO enrichment.

## 3. Results

### 3.1. Cranberry PACs Increase Biomass Accumulation during L. plantarum Dietary Oligosaccharide Fermentation

PACs isolated from cranberries are enriched in proanthocyanidins, with the composition of the two fractions reported in Table S1. The PAC1 fraction was obtained from acetone extraction, and PAC2 was the concentrate passed through a resin column to enrich for proanthocyanidins. Both fractions were spray-dried and dissolved in DMSO prior to experiments. The PAC1 fraction contained higher concentrations of PACs and was lower in total anthocyanidins, phenolic acids, sugars, and organic acids. PAC2 contained 0.8% maltodextrin on a dry basis, although *L. plantarum* ATCC BAA-793 did not utilize this substrate in vitro (data not shown).

Several concentrations of PACs were tested in conjunction with glucose and did not exert a significant impact on *L. plantarum* growth; thus, 1.0 mg/mL was selected for the subsequent experiments (Figure S1). The DMSO concentration used to dissolve PAC extracts did not hinder *L. plantarum* growth as well (data not shown). The *L. plantarum* growth while fermenting glucose, FOS, HMO, and xyloglucans (XG) in combination with PACs is depicted in Figure 1, with the growth kinetics reported in Table S3. During glucose fermentation, PAC1 enhanced *L. plantarum* growth relative to glucose alone (OD_600nm_ = 1.48 ± 0.02 vs. 1.21 ± 0.03) and to a greater extent than the combination of glucose and PAC2 (OD_600nm_ = 1.07 ± 0.01; *p* < 0.05; Figure 1A). The growth rate on glucose remained constant regardless of the PAC fraction introduced to the medium (*p* > 0.05; Table S3).

Under the experimental conditions tested, *L. plantarum* ATCC BAA-793 did not grow on FOS as a sole fermentable substrate. Remarkably, and somewhat unexpectedly, the PAC1 fraction activated a FOS utilization phenotype in ATCC BAA-793 (OD_600nm_ = 1.02 ± 0.01; Figure 1B). PAC2 did so to a significantly lesser extent with respect to the biomass accumulation (OD_600nm_ = 0.25 ± 0.04) and growth rate (*p* < 0.05). Clearly, the cranberry PAC extract modified the *L. plantarum* physiology to utilize what was previously an unusable oligosaccharide substrate.

Interestingly, *L. plantarum* ATCC BAA-793 utilized HMO as a sole carbohydrate source, a previously uncharacterized phenotype for this species. PAC1 significantly increased the biomass in HMO fermentation, whereas PAC2 did not promote the same effect (*p* < 0.05; Figure 1C). Both PAC1 and PAC2 increased the *L. plantarum* growth on XG (*p* < 0.05; Figure 1D). In general, the fermentations were more efficient in the presence of PAC1, with the most pronounced impact observed during FOS utilization. The PAC fractions did not impact the growth rates, with the exception of PAC2 during XG fermentation (Table S3).

Interestingly, PAC1 enabled biomass accumulation, whereas PAC2 did not when introduced as the sole carbon source (Figure 1E). This was somewhat unexpected, given the higher total sugar content in PAC2, although it is relatively minimal in absolute concentrations. It is possible that the higher organic acid and phenolic acid contents in PAC2 may hinder growth. In addition, the PAC1 fraction may contain more proanthocyanidins bound to dietary fiber.

### 3.2. Cranberry Polyphenols Alter Oligosaccharide Utilization Phenotypes of Lactobacilli Strains

Probiotic or commensal strains were evaluated, in addition to *L. plantarum* ATCC BAA-793, for comparison. Here, the aim was to examine the strain- and species-specific phenotypes in response to PACs. The growth of lactobacilli on glucose, HMO, and XG are reported in Figure S2. Accordingly, *Lactobacillus johnsonii* ATCC 33200 and *Lactobacillus plantarum* ATCC 14917 exhibit significant phenotypic responses to PACs. PAC1 enhanced *L. johnsonii* growth on glucose (OD_600nm_ = 0.72 ± 0.01), XG (OD_600nm_ = 0.48 ± 0.02), and HMO (OD_600nm_ = 0.21 ± 0.00) compared to the corresponding carbohydrate source alone (*p* < 0.05; Figure S2E–G and Table S4). In contrast, PAC2 significantly increased *L. johnsonii* growth only on HMO (OD_600nm_ = 0.22 ± 0.02; *p* < 0.05). Similarly, PAC2 increased the *L. plantarum* ATCC 14917 HMO utilization efficiency (OD_600nm_ = 0.49 ± 0.04; *p* < 0.05), whereas PAC1 promoted growth on XG (OD_600nm_ = 0.50 ± 0.01; *p* < 0.05; Figure S2B,C and Table S4).

PACs did not significantly influence *Lactobacillus reuteri* B-14171 growth on glucose, XG, and HMO (*p* > 0.05; Figure S2M–O). PAC1 decreased *Lactobacillus pentosus* B-227 growth on glucose (*p* < 0.05), whereas PAC2 did not exhibit a discernable impact (Figure S2I and Table S4). PACs did influence the *L. pentosus* fermentation of HMO and XG (Figure S2J,K and Table S4).

### 3.3. Cranberry PACs Alter Secreted Metabolic End-Products during Oligosaccharide Utilization

The obligate heterofermentative *L. plantarum* utilizes glucose to secrete high concentrations of lactic acid (140.4 ± 2.7 mM) and acetic acid to a lesser extent (16.2 ± 0.7 mM; Figure 2A). *L. plantarum* strains generally secrete 20–50-fold more lactic acid than acetic acid during glucose fermentation [16,37,38]. Neither PAC fraction impacted the end-product profile during glucose fermentation. This includes formic acid, which was not detected during glucose fermentations, regardless of the PAC addition.

During oligosaccharide fermentation, secreted acetic acid concentrations were higher relative to lactic acid, irrespective of the PACs. This was previously observed during *L. plantarum* arabinoxylo-oligosaccharide fermentation [38]. Figure 2 depicts the absolute concentrations of the end-products secreted into culture media, and Figure 3 reports the ratios of end-products to normalize the influence of the biomass variation. FOS utilization only occurs in the presence of PACs (Figure 2B), and the acetic acid-to-lactic acid ratio (AA:LA) increased appreciably relative to the AA:LA ratio during glucose fermentation (*p* < 0.05; Figure 3A). Thus, during FOS fermentation, acetic acid approaches equimolar concentrations with lactic acid, with the ratio approximately an order of magnitude larger than with glucose. It is notable that the end-product ratios remained constant regardless of the PAC fraction. This is despite PAC1 inducing dramatically more biomass accumulation during FOS fermentation, and the absolute concentrations of organic acids were very similar to those during growths with PACs alone (Figure S3).

HMO fermentation yielded AA:LA > 1.8, regardless of the PAC or its absence. Shifts in secreted end-products occurred generally in oligosaccharide fermentations with lower growth rates [16]. It is hypothesized that increased acetic acid secretion may be due, in part, to the hydrolysis of acetyl moieties within N-acetylglucosamine and N-acetylneuraminic acid residues. Similar observations were reported during the *L. plantarum* utilization of N-acetylglucosamine [37] and with other species utilizing HMO [39]. *L. plantarum* cranberry XG utilization favored acetic acid production as well, albeit to a lesser degree than FOS and HMO. The exception was *L. plantarum* XG fermentation in the presence of PAC2. In this instance, the ratio was ~1.5, which was similar to HMO utilization, although the XG oligosaccharides did not incorporate the acetyl groups (Figure 3A).

Invariably, *L. plantarum* secretes formic acid during oligosaccharide fermentation, including cranberry XG, as we previously reported [16]. The addition of PAC2 to XG fermentations induce formic acid production in absolute concentrations (Figure 2D) and relative to lactic acid (Figure 3B). This is consistent with the extreme skew towards acetic acid in the presence of PAC2. This suggests that the two-carbon acetic acid and one-carbon formic acid are being produced stoichiometrically at the expense of the three-carbon lactic acid. We previously observed similar phenomena during *Bifidobacterium longum* and *L. plantarum* xyloglucan fermentation without PACs [16]. It is not clear how PAC2 increases the relative acetic acid and formic acid concentrations during XG fermentation and if this signifies a link between the two cranberry products.

### 3.4. Biotransformation of Cranberry Phenolics Vary by Oligosaccharide Metabolism

Procyanidins A2 and B2, flavan-3-ol dimers, and epicatechin (i.e., a monomeric flavan-3-ol) were quantified prior and subsequent to fermentation, along with several potential products of bacterial biotransformation (Figure 4A; Table 1). Uncharacterized precipitation was generally observed subsequent to the addition of PACs prior to fermentation. This appeared to be dependent on the oligosaccharide, and it is possible that the phenolic compound hydrophobicity is differentially impacted to form precipitants [40]. Therefore, the percent change from starting molecule concentrations is reported in Table 1.

All PAC2 fermentations resulted in 3-(3’,4’-dihydroxyphenyl)propionic acid and 3-(4’-hydroxyphenyl) propionic acid production (Figure 4B and Table 1). Bacteria are known to produce 3-(3’,4’-dihydroxyphenyl)propionic acid from procyanidin A2 and B2, epicatechins [5], and 3-(4’-hydroxyphenyl) propionic acid from procyanidin A2 degradation [41]. These metabolites were produced in a greater magnitude than the degradation of potential precursor products. This suggests that higher molecular weight PACs are degraded to end-products without a procyanidin B2 and A2 intermediate or other monomer/dimers.

Protocatechuic acid is a phenolic compound commonly found in plants and is decarboxylated to catechol (Figure 4C). Regardless of the oligosaccharide and PAC fraction, catechol concentrations increased during *L. plantarum* fermentations coinciding with a decrease in protocatechuic acid, with one exception (Figure 4D). Interestingly, both protocatechuic acid and catechol increased while *L. plantarum* utilized FOS in the presence of PAC1. In addition, increased epicatechin concentrations occurred during FOS fermentation with both PAC fractions with greater magnitudes than the other oligosaccharides (*p* < 0.05) and in the absence of *L. plantarum*, suggesting a degradation of PACs into epicatechin during FOS fermentation. It is not clear if this is linked to the PAC1 induction of FOS utilization (Figure 1B).

All PAC2 media contain high concentrations of p-coumaric acid prior to fermentation (~24–30 mM; Table 1). *L. plantarum* fermentations in the presence of PAC2 significantly decreased p-coumaric acid concentrations (88.59% ± 1.26%–99.50% ± 0.07%; Table 1). Conversely, p-coumaric acid increased spontaneously in PAC2 media in the absence of bacterial inoculation (Table S5).

### 3.5. PACs Generally Shift L. plantarum Transcriptomes in Concordance with Growth and Metabolic Phenotypes

Transcriptomes were generated from *L. plantarum* grown on dietary oligosaccharides in combination with PACs, yielding an average of 5.9 million RNA-seq paired-end reads. 

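The RNA-seq experiment covered 22 libraries of L. plantarum ATCC BAA-793, 2 biological duplicates in each of 11 culture conditions. The conditions were glucose (GLC), the PAC1 and PAC2 fractions of cranberry proanthocyanidins without added carbohydrate, FOS with either fraction, and HMO and cranberry xyloglucan (XG) alone or with either fraction. Carbohydrates were supplied at 1% and PACs at 1 mg per mL. PACs were dissolved in DMSO, and no condition is labelled as a DMSO control. Whether cultures without PACs received DMSO is not given in the sources used here, so comparisons with and without PACs may also differ in DMSO. RNA was depleted of rRNA, and the read pairs were trimmed, aligned with Bowtie2, counted per locus tag with HTSeq and compared between conditions with DESeq2 by the authors. Read pairs per library ranged from 3294291 to 8241678 in the paper's Table S6, with a median of 6548673 computed from that table. PAC1 and PAC2 alone had at most 4312306 and 3786346, whereas HMO had at least 7685679. XG alone had at most 4220048 and XG with PACs at least 6529778, so comparisons of XG with and without PACs also differ in depth. FOS+PAC1 had at least 6567568 and FOS+PAC2 at most 4960384. Comparisons of FOS+PAC1 with FOS+PAC2 or with PAC1 alone therefore differ in depth too. Fold changes below come from the authors' deposited table, which lists log2 fold changes of 3146 locus tags in 18 comparisons, 3137 of them with values. It holds no standard error, p-value or value per library, so differences between conditions could not be set against the spread between duplicates and no gene was tested. Another 22 columns of per-library counts carry names that match no sample label and were not used. Linear folds, ranks among the 3137 locus tags, distances between conditions and counts of genes at least 2-fold apart were computed here from the log2 values. Comparisons of PACs alone and of FOS with PACs are against glucose, so they differ in both the carbohydrate and the PACs, and all of them share the 2 glucose libraries. The number of reads behind a fold change is unknown, and a gene with few reads in one condition can give a very large fold.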

The alignment rate to the reference genome and coding regions, as well as total counts, are summarized in Table S6. 

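In the paper's Table S6 the share of reads that fell outside annotated genes separated glucose from the other conditions. The mean over the duplicates, computed from that table, was 13.2% in GLC and between 25.3% in HMO+PAC2 and 47.3% in HMO. Among the 20 libraries grown without glucose the lowest share was 24.6% and the highest 50.8%, with a median of 35.4%. The duplicates of GLC differed by 0.4 percentage points and those of HMO by 0.6, whereas the FOS+PAC1 duplicates differed by 11.7 and the FOS+PAC2 duplicates by 9.2. Alignment rates in the same table ranged from 82.1% to 98.9%.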

Hierarchical clustering of the global transcriptomes based on Euclidean distances between samples is depicted in Figure S4. 

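The distance between 2 conditions was computed as the median absolute log2 fold change over 3137 genes, from the authors' fold changes. Of the 55 pairs of conditions, PAC1 and PAC2 alone lay closest, at 0.28. GLC lay at least 0.82 from each other condition. HMO+PAC2 lay farthest from GLC, at 1.25, and its nearest neighbour was HMO+PAC1 at 0.67. In the comparison of HMO+PAC2 with GLC, 952 genes were at least 2-fold higher and 892 at least 2-fold lower. These distances carry no estimate of the difference between duplicates.

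**Figure D1:**
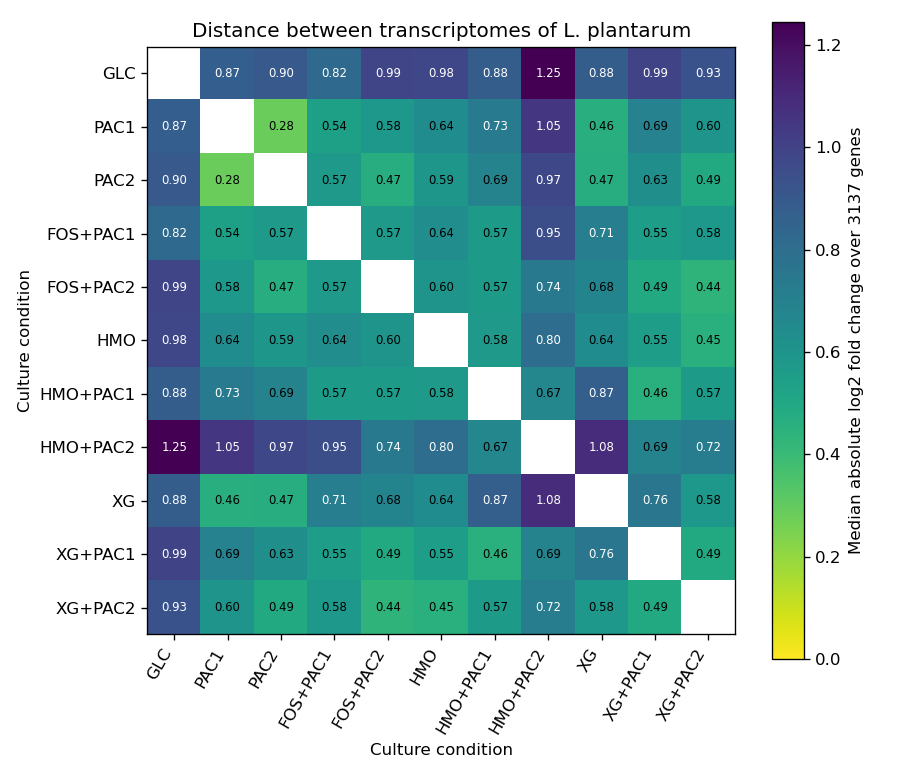
Median absolute log2 fold change over 3137 genes for each of the 55 pairs of culture conditions, as number and colour. GLC (top row) and HMO+PAC2 stand farthest from the other conditions, and PAC1 and PAC2 alone are closest at 0.28.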

Whole transcriptomes were subjected to a principal component analysis (PCA) (Figure 5).

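A principal component analysis was computed from the fold changes of the 11 conditions relative to glucose, using the 500 genes that varied most. Component 1 held 33.7% and component 2 held 23.3% of the variance between conditions. On component 2, HMO lay at 18.1, HMO+PAC1 at 26.6 and HMO+PAC2 at 32.6. The highest of the other conditions was GLC at 2.65. HMO and HMO+PAC1 were each other's nearest neighbours in this plane, 9.55 apart, and HMO+PAC2 was 29.9 from HMO+PAC1. With all genes in the analysis, HMO lay at 10.2 on component 2, HMO+PAC1 at 31.3 and HMO+PAC2 at 33.1, but GLC lay at 34.2 and FOS+PAC1 at 3.28. The condition nearest to HMO in the plane was then XG+PAC1, 18.1 apart, with HMO+PAC1 at 22.2.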

The HMO transcriptomes aggregate apart from the other culturing conditions, regardless of PACs. In contrast, most FOS and XG transcriptomes occupy similar and overlapping positions within the two-dimensional space of the PCA plot. 

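FOS+PAC2 and XG+PAC1 were 7.30 apart in the plane of the first principal components, computed from the authors' fold changes, rank 1 of 55, and 14.4 apart (rank 5) with all genes in the analysis. Over 3137 genes, FOS+PAC2 and XG+PAC2 had the second smallest distance of the 55 pairs, with a median absolute log2 fold change of 0.44. FOS+PAC2 and XG+PAC1 were 0.49 apart and ranked 10 of 55. XG without PACs lay away from them at −27.6 on component 2, where its nearest neighbour in the plane was PAC2 alone, 10.4 apart, or PAC1 alone with all genes, 12.5 apart.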

*L. plantarum* utilizes FOS efficiently in the presence of PAC1 (Figure 1) to yield the most segregated transcriptome in the PCA, with the exception of glucose. 

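FOS+PAC1 lay at −17.6 on component 1 and −1.74 on component 2, with PAC1 alone as its nearest neighbour at 21.6. With all genes in the analysis its nearest neighbour was HMO, at 20.4, and PAC1 alone was 28.1 away. GLC was 39.8 from its own nearest neighbour, FOS+PAC1. HMO+PAC2 was 29.9 from its nearest neighbour in the same plane. Between the FOS cultures, 437 genes were at least 2-fold higher and 415 at least 2-fold lower with PAC1 than with PAC2, of 3137 genes. Against PAC1 alone, 732 genes were at least 2-fold apart in FOS+PAC1. In both of these comparisons the FOS+PAC1 libraries were also the deeper ones.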

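Between FOS+PAC2 and PAC2 alone, 556 of 3137 genes were at least 2-fold apart, 294 higher and 262 lower in FOS+PAC2. Their median absolute log2 fold change was 0.47, rank 6 from the smallest of the 55 pairs of conditions. In the principal component plane they were 9.93 apart, rank 5 of 55, and 21.8 apart, rank 9, with all genes in the analysis. For comparison, FOS+PAC1 and PAC1 alone had a median absolute log2 fold change of 0.54 and ranked 11. The FOS+PAC1 libraries had at least 6567568 read pairs and those of PAC1 alone at most 4312306. FOS+PAC2 and PAC2 alone had at most 4960384 and 3786346. The larger distance with PAC1 therefore cannot be told apart from depth. By the number of genes at least 2-fold apart, and by the root mean square of the log2 fold changes, FOS+PAC2 and PAC2 alone ranked 2.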

PAC2 enables moderate growth on FOS to a similar magnitude as with PAC2 alone, which is mirrored in the proximity of their respective transcriptomes. This suggests that the limited PAC2-potentiated growth on FOS is potentially a function of utilizing PAC2 components to a greater extent than the oligosaccharide. *L. plantarum* ATCC BAA-793 is incapable of fermenting FOS alone and, thus, does not provide a transcriptome for comparison. Both PAC fractions enhance growth on xyloglucans similarly and induce near-superimposable transcriptional profiles almost indistinguishable from biological replicates of the same condition. Moreover, both PACs shift the XG transcriptomes along principal component 2 more significantly than the PAC influence on the HMO transcription. 

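XG+PAC1 and XG+PAC2 were 7.61 apart in the principal component plane, rank 2 of the 55 distances between conditions. Without rRNA and tRNA genes they were 10.3 apart and ranked 7, and the closest pair was FOS+PAC2 and XG+PAC1, at 3.08. Over all 3137 genes their median absolute log2 fold change was 0.49, rank 9 of 55, and 725 genes (23.1%) were at least 2-fold apart. Of these, 316 were higher and 409 lower with PAC1 than with PAC2. Relative to XG alone, 1190 genes were at least 2-fold apart with PAC1 and 873 with PAC2. The distance between duplicates of one condition was not measurable from the fold changes.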

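On component 2, XG moved by 22.5 with PAC1 and by 27.1 with PAC2, whereas HMO moved by 8.48 with PAC1 and by 14.5 with PAC2. On component 1, HMO moved by 33.7 with PAC2 and by 4.39 with PAC1, and XG moved by 8.06 with PAC1 and 14.1 with PAC2. In the plane of both components HMO+PAC2 was 36.7 from HMO and XG+PAC2 was 30.5 from XG, whereas HMO+PAC1 was 9.55 from HMO and XG+PAC1 was 23.9 from XG. With all genes in the analysis, XG moved by 30.3 with PAC1 and by 31.3 with PAC2 on component 1, and by 36.8 and 28.5 on component 2, and HMO moved by 7.16 and 47.0 on component 1 and by 21.0 and 22.8 on component 2. XG+PAC1 was then farther from XG in the plane than XG+PAC2 was, at 47.7 against 42.3. Without rRNA and tRNA genes, XG moved by 14.8 and HMO by 5.22 with PAC1 on component 2. Over all genes, 847 were at least 2-fold apart between HMO+PAC1 and HMO and 1288 between HMO+PAC2 and HMO. None of these shifts could be tested, since the fold changes hold no value per library. The XG libraries had at most 4220048 read pairs, against at least 6529778 in XG with PACs. With or without PACs the HMO libraries had at least 6884937, so the larger shifts of XG on component 2 cannot be told apart from depth.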

Additional transcriptome analyses, including impacts to the central fermentative pathway, carbohydrate metabolism, and glycosyl hydrolase expression, are reported in the Supplemental Information (Figures S5−S9).

### 3.6. Cranberry PACs Differentially Enrich Physiological Networks

A gene ontology (GO) enrichment analysis was performed to identify the biological processes, metabolic functions, and cellular components that respond to PACs in conjunction with oligosaccharides. The 10 highest expressed GO terms with normalized enrichment counts for each differential expression of log_2_ fold change are reported in Figures S10 and S11. While fermenting cranberry XG, both PAC extracts differentially regulated protein–sugar phosphotransferases and pyruvate-dependent sugar phosphotransferase systems (PTS) relative to glucose and XG alone (Figures S10B,C and S11A,B). Similarly, HMO+PAC2 induces PTS, carbohydrate binding, and ATP activity compared to glucose (Figure S10F). D-glucosamine PTS permease activity was enriched in both PACs compared to XG alone (Figure S11A,B), in HMO, HMO+PAC1, and FOS+PAC1 compared to glucose (Figure S10D,E,G). PACs in the absence of oligosaccharides increased the carbohydrate metabolic processes and predicted the methyl-beta-D-glucoside 6-phosphate glucohydrolase and 6-phospho-beta-glucosidase genes relative to glucose (Figure S10I,J). Interestingly, PAC2 increased the carbohydrate metabolic processes compared to XG alone (Figure S11B), which is potentially linked with the increase in acetic acid and formic acid production.

The GO analysis predicts that PAC2 increases Mo-molybdopterin cofactor biosynthesis in XG relative to glucose (Figure S10C). Relative to glucose, HMO, HMO+PAC1 (Figure S10D,E), and FOS+PAC2 (Figure S10H) exhibit a similar profile in inducing Mo-molybdopterin cofactor biosynthesis. In addition, Mo-molybdopterin cofactor biosynthesis was induced by both PAC fractions compared to HMO alone (Figure S11D,E). Molybdopterin is a cofactor for a diverse group of enzymes involved in redox reactions, including nitrate reductase [42].

During FOS fermentations, PAC1 increased the predicted acetyl-coenzyme A (CoA) carboxylase activity, whereas PAC2 induced a carbohydrate metabolic process compared to glucose (Figure S10G,H).

### 3.7. Polyphenol-Linked Genes Are Differentially Expressed during Synergistic Fermentations of Oligosaccharides with PACs

*L. plantarum* tannase and gallate decarboxylase enzymes respond to tannin degradation [43,44], and their differential expression is reported in Figure 6. 

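The heatmap in Figure 6A of the paper covers 13 genes, chosen by the study and presented as predicted polyphenol metabolism genes. Whether the choice was made with these data in view is not stated, so their changes are not taken as independent evidence of a response. With PAC1 added to XG, 4 of the 13 were at least 2-fold higher and 5 at least 2-fold lower, and with PAC2 these numbers were 2 and 5. Added to HMO, PAC1 left 4 genes at least 2-fold higher and 2 lower, and PAC2 left 3 higher and 4 lower. The median absolute log2 fold change of the 13 genes was 1.73 in XG+PAC1 relative to XG, above 99.9% of 10000 random lists of 13 genes. It was 1.14 in XG+PAC2 (above 98.4% of random lists), 0.90 in HMO+PAC1 (91.8%) and 1.09 in HMO+PAC2 (82.2%). The random lists were not matched on expression, because no expression level was usable. They were drawn gene by gene, whereas the paper describes lp_2942, lp_2943 and lp_2945 as co-transcribed. The percentages can therefore overstate how rare the values are.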

Tannase (lp_2956) was upregulated in the presence of PACs during XG (log_2_ fold change = 2.0 and 1.7) and HMO (log_2_ fold change = 0.9 and 0.4) fermentation (*p* < 0.05). 

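Tannase was 3.99-fold higher in XG+PAC1 and 3.24-fold higher in XG+PAC2 than in XG alone. The folds were computed from log2 fold changes of 2.00 and 1.69 in the authors' deposited table. These values ranked 156 and 175 from the highest of 3137 genes. In HMO the same table gives 0.87 with PAC1 and 0.48 with PAC2, ranks 509 and 1149. The difference between XG and HMO was 1.13 log2 units for PAC1 and 1.22 for PAC2, and 67.6% and 69.1% of genes had a smaller difference. No error is listed for these values, so this difference was not tested.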

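The regulator gene tanR (lp_2942) was 1.74-fold higher in XG+PAC1 than in XG and 2.66-fold higher in HMO+PAC1 than in HMO. These folds correspond to log2 values of 0.80 and 1.41 in the authors' deposited table, ranks 754 and 208 of 3137 from the highest. With PAC2 the log2 fold change in the authors' deposited table was 0.75 in XG and 0.33 in HMO, ranks 681 and 1268.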

PAC1 upregulated a putative tannase transcriptional regulator (*tanR*; lp_2942) during XG (log_2_ fold change = 0.8) and HMO (log_2_ fold change = 1.4) fermentation relative to the corresponding oligosaccharides alone (*p* < 0.05).

*L. plantarum* uses gallate decarboxylase activity to degrade tannins potentially involving a putative decarboxylase (lp_2945) and an aromatic acid decarboxylase (lp_0272) [43]. Accordingly, PAC1 added to XG fermentations significantly increased lp_2945 expression relative to XG alone (log_2_ fold change = 0.6; *p* < 0.05), whereas it was significantly downregulated in HMO fermentation (log_2_ fold change = −0.7 and −1.0; *p* < 0.05). 

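The putative gallate decarboxylase lp_2945 was 1.54-fold higher with PAC1 and 1.34-fold higher with PAC2 in XG (the authors' deposited table: 0.62 and 0.42 on the log2 scale). In HMO it was 1.63-fold lower with PAC1 and 2.0-fold lower with PAC2 (the authors' deposited table: −0.70 and −1.00). The change in XG exceeded that in HMO by 1.32 log2 units for PAC1 and 1.42 for PAC2. Of 3137 genes, 74.6% and 75.2% differed less between the oligosaccharides.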

The gallate decarboxylase is co-transcribed with a transport protein (*gacP*; lp_2943) and *tanR* transcriptional regulator (lp_2942) genes [44]. 

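For gacP (lp_2943), the authors' deposited table gives log2 fold changes of 0.29 in XG+PAC1 and −0.18 in XG+PAC2 relative to XG. Their ranks were 1310 and 1897 of 3137 from the highest. Relative to HMO the gene was 1.86-fold lower with PAC1 and 2.13-fold lower with PAC2, from −0.90 and −1.09 in the authors' deposited table. These ranked 506 and 445 from the lowest.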

The transport protein lp_2943 expression did not change during XG fermentation, although it was significantly downregulated in HMO fermentation (log_2_ fold change = −0.9 and −1.1; *p* < 0.05).

Nicotinamide adenine dinucleotide + hydrogen (NADH)-dependent flavin mononucleotide (FMN) reductase (lp_1424) and fumarate reductase/succinate dehydrogenase (lp_1425) were previously identified as hydroxycinnamic reductases and induced by p-coumaric acid [45]. While lp_1424 expression remained constant in the presence of PACs relative to HMO alone (*p* > 0.05), HMO+PAC2 prompted an increase in fumarate reductase (lp_1425) expression (log_2_ fold change = 1.7; *p* < 0.05), suggesting a functional link between polyphenol degradation and HMO metabolism (*p* < 0.05). These two genes were significantly downregulated by both PACs relative to XG alone (log_2_ fold change < −1.7; *p* < 0.05). 

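In HMO, lp_1424 had log2 fold changes of 0.75 with PAC1 and 0.89 with PAC2 in the authors' deposited table, or 1.68-fold and 1.86-fold. The fumarate reductase lp_1425 stood at −0.04 with PAC1 and 1.70 with PAC2 in the authors' deposited table. The second value is 3.26-fold and ranked 392 of 3137 genes from the highest, and the first ranked 1706.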

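Relative to XG, lp_1424 was 6.25-fold lower with PAC1 and 8.55-fold lower with PAC2, from −2.64 and −3.10 in the authors' deposited table. lp_1425 was 3.29-fold lower with PAC1 and 7.22-fold lower with PAC2 (−1.72 and −2.85 in the authors' deposited table). With PAC2 these genes ranked 22 and 29 from the lowest of 3137. The change in XG minus that in HMO was −3.99 log2 units for lp_1424 and −4.56 for lp_1425 with PAC2, larger in size than for 96.8% and 97.8% of genes. With PAC1 it was −3.39 and −1.68, larger in size than for 97.1% and 83.6% of genes. Without PACs, lp_1424 and lp_1425 already stood at 5.85 and 6.17 against glucose in XG, and at 0.70 and 2.08 in HMO.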

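The FMN-binding protein lp_3490 was 3.62-fold higher in XG+PAC2 than in XG and 2.74-fold higher in HMO+PAC2 than in HMO, from 1.85 and 1.45 in the authors' deposited table. These values ranked 152 and 502 of 3137 genes from the highest. With PAC1 the values in the authors' deposited table were 0.32 in XG and −0.16 in HMO, ranks 1277 and 1878.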

There are additional reductases in the ATCC BAA-793 genome that may play a role in polyphenol transformation, including a nicotinamide adenine dinucleotide phosphate (NADPH)-dependent FMN-binding protein (lp_3490) that was upregulated by PAC2 fractions in both XG and HMO fermentation (log_2_ fold change = 1.9 and 1.5; *p* < 0.05; Figure S12). Similarly, two putative genes involved in fumarate reduction (lp_1112 and lp_1113) were upregulated during HMO+PAC2 metabolism compared to HMO alone (*p* < 0.05; Figure S12).

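In HMO+PAC2, lp_1112 was 1.86-fold and lp_1113 2.02-fold higher than in HMO (0.89 and 1.01 on the log2 scale in the authors' deposited table), ranks 850 and 779 from the highest. In XG+PAC2 they were 2.76-fold and 2.56-fold lower than in XG (−1.46 and −1.35 in the authors' deposited table). The PAC2 effect in XG minus that in HMO was −2.35 log2 units for lp_1112 and −2.37 for lp_1113. With PAC1 this difference was only −0.44 and −0.51, and 32.0% and 36.7% of genes differed less.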

During FOS fermentation, a putative tannase (*tanB*; lp_2956) was upregulated by PAC2 (log_2_ fold change = 0.6, *p* < 0.05), and the *tanR* transcriptional regulator (lp_2942) was downregulated (log_2_ fold change = −1.4; *p* < 0.05). 

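Tannase was 1.48-fold higher in FOS+PAC2 than in glucose (0.57 in the authors' deposited table) and ranked 1052 of 3137 from the highest. With FOS+PAC1 its value in the authors' deposited table was −0.07, rank 1657. tanR was 2.7-fold lower in FOS+PAC2 and 1.69-fold lower in FOS+PAC1 (−1.43 and −0.75 in the authors' deposited table). Without PACs, tanR stood at −1.91 in HMO and −2.02 in XG against glucose. Between the FOS cultures, tannase stood at −0.64 and tanR at 0.68 with PAC1 relative to PAC2 in the authors' deposited table, ranks 698 from the lowest and 685 from the highest.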

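In the culture with PAC1 and no added carbohydrate, gacP (lp_2943) was 2.15-fold higher than in glucose, from 1.11 in the authors' deposited table, and ranked 619 of 3137 from the highest. Tannase (lp_2956) was 1.76-fold lower and tanR (lp_2942) 3.64-fold lower, from −0.82 and −1.86 in the authors' deposited table. Their ranks were 829 and 301 from the lowest. With PAC2 alone, the authors' deposited table gives 0.69 for gacP, −0.34 for tannase and −2.26 for tanR.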

The PAC1 fraction alone significantly upregulated a transport protein (*gacP*; lp_2943; log_2_ fold change = 1.1; *p* < 0.05) while downregulating lp_2956 and lp_2942 (*p* < 0.05).

Putative transporters (lp_2739 and lp_2740) that potentially secrete pyrogallol after gallate degradation from tannins [44] were significantly upregulated by FOS with PACs (log_2_ fold change >4.0; *p* < 0.05). This is interesting, as these transporters were significantly downregulated by both fractions during HMO fermentation (log_2_ fold change < −1.5; *p* < 0.05). 

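lp_2739 was 51.3-fold higher in FOS+PAC1 and 29.6-fold higher in FOS+PAC2 than in glucose, and lp_2740 was 71.8-fold and 32.5-fold higher. The log2 values in the authors' deposited table are 5.68, 4.89, 6.17 and 5.02, in that order. In FOS+PAC1 the genes ranked 11 and 6 of 3137 from the highest. PACs without FOS gave lower values against glucose in the authors' deposited table, at 3.30 with PAC1 and 3.38 with PAC2 for lp_2739, and 3.79 and 3.94 for lp_2740.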

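In HMO, lp_2739 was 3.48-fold lower with PAC1 and 4.57-fold lower with PAC2, from −1.80 and −2.19 in the authors' deposited table. lp_2740 was 2.57-fold and 2.91-fold lower, from −1.36 and −1.54 in the authors' deposited table. They ranked 77 and 200 of 3137 from the lowest with PAC2. The PAC1 effect in XG minus that in HMO was 4.16 log2 units for lp_2739 and 3.10 for lp_2740, and 98.6% and 96.2% of genes differed less. For PAC2 it was 3.02 and 1.67, and 94.0% and 80.8% of genes differed less.

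**Figure D2:**
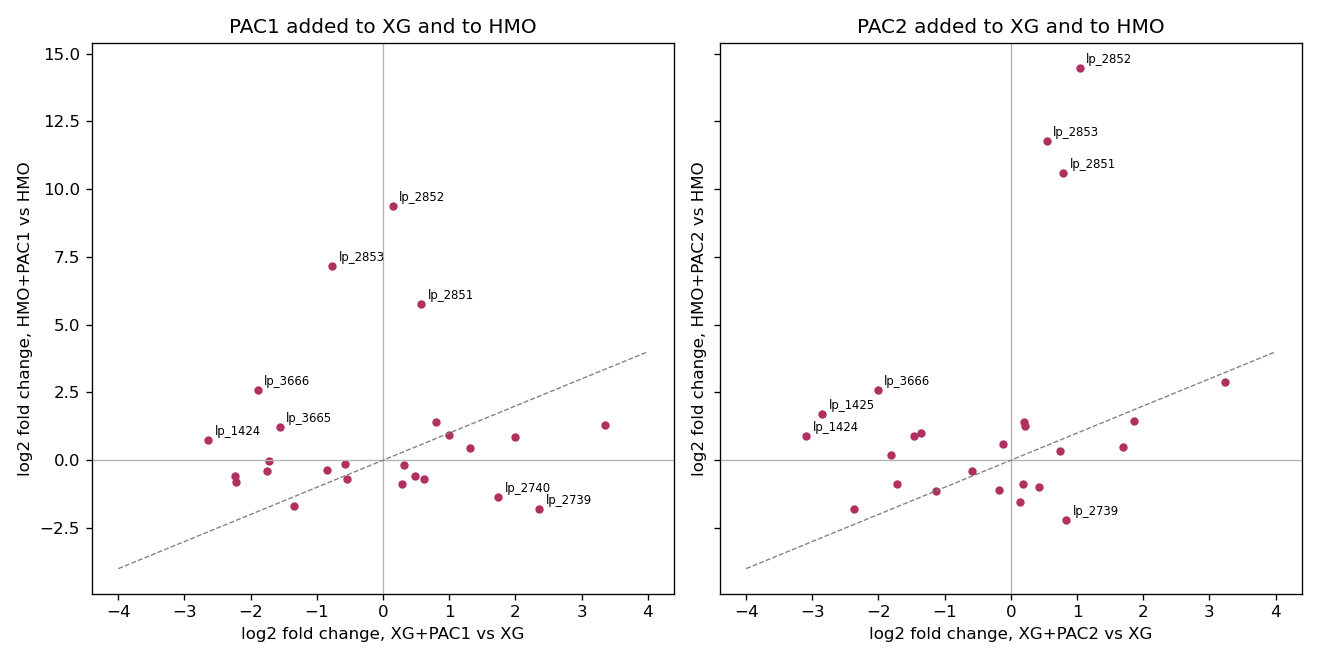
Log2 fold changes in the authors' deposited table of the 25 locus tags the paper names, with PAC1 (left) and PAC2 (right) added to XG (horizontal axis) and to HMO (vertical axis), 1 point per gene. The dashed line marks equal changes. lp_2739 and lp_2740 lie below it by 4.16 and 3.10 log2 units with PAC1, and by 3.02 and 1.67 with PAC2.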

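Relative to XG alone, lp_2739 was 5.12-fold higher with PAC1 and 1.78-fold higher with PAC2, from 2.36 and 0.83 in the authors' deposited table. lp_2740 was 3.33-fold higher with PAC1 and 1.1-fold higher with PAC2 (1.73 and 0.13 in the authors' deposited table). Of 3137 genes, lp_2739 ranked 100 and 609 from the highest, and lp_2740 ranked 223 and 1426.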

In XG fermentation, both PACs increase lp_2739, and PAC1 significantly increased lp_2740 expression (*p* < 0.05). 

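Against glucose, lp_2945 was 1.38-fold higher in FOS+PAC1, 1.96-fold higher in FOS+PAC2 and 1.51-fold higher with PAC2 alone. The log2 values in the authors' deposited table are 0.47, 0.97 and 0.60, ranks 1099, 793 and 1031 of 3137 from the highest. PAC1 alone gave 0.31 in the authors' deposited table, rank 1255.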

The gallate decarboxylase lp_2945 was significantly induced by PACs during FOS fermentation (log_2_ fold change > 0.5; *p* < 0.05) and PAC2 alone (log_2_ fold change = 0.6; *p* < 0.05). 

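For lp_0272, a putative aromatic acid decarboxylase, the authors' deposited table gives log2 fold changes against glucose of −0.31 in FOS+PAC1, −1.61 in FOS+PAC2, 0.20 with PAC1 alone and −0.34 with PAC2 alone. The FOS+PAC2 value is 3.05-fold lower and ranked 444 of 3137 from the lowest. The others ranked 1235, 1793 and 1238. With PACs relative to XG alone or HMO alone, its values in the authors' deposited table lay between −0.60 in HMO+PAC1 and 0.60 in HMO+PAC2.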

The expression of the aromatic acid decarboxylase lp_0272 did not change significantly. 

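The phenolic acid decarboxylase gene padA (lp_3665) was 3.46-fold lower in FOS+PAC1 and 7.27-fold lower in FOS+PAC2 than in glucose, from −1.79 and −2.86 in the authors' deposited table. These ranked 332 and 147 of 3137 from the lowest. PACs alone gave −0.62 with PAC1 and −1.24 with PAC2 in the authors' deposited table, ranks 993 and 589. Without PACs, padA stood at −3.14 in HMO and −0.01 in XG. A fall below glucose therefore also occurred without PACs.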

A phenolic acid decarboxylase (*padA*; lp_3665) was downregulated by both fractions during FOS fermentation (*p* < 0.05).

The FMN reductase (lp_1424) and fumarate reductase (lp_1425) was significantly upregulated by FOS+PAC2 (log_2_ fold change > 1.5) and when PACs were added to the medium without carbohydrates (log2 fold change > 3.5). Similarly, the FMN-binding protein lp_3490 was upregulated by both PACs alone and PACs during FOS fermentation (*p* < 0.05; Figure S12), whereas the fumarate-related genes (lp_3491, lp_1112, and lp_1113) were significantly upregulated during FOS+PAC2 fermentations relative to glucose (*p* < 0.05; Figure S12).

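In FOS+PAC2, lp_1424 was 3.15-fold and lp_1425 6.48-fold higher than in glucose, from 1.66 and 2.70 in the authors' deposited table. With FOS+PAC1 the values in the authors' deposited table were 0.38 and 1.14, ranks 1200 and 552 of 3137 from the highest. Without carbohydrate, lp_1424 was 13.2-fold higher with PAC1 and 24-fold higher with PAC2, and lp_1425 was 13.3-fold and 26.7-fold higher. The corresponding values in the authors' deposited table are 3.72, 4.58, 3.73 and 4.74, and with PAC2 the genes ranked 37 and 31.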

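lp_3490 was 2.48-fold higher with PAC1 alone and 3.79-fold higher with PAC2 alone than in glucose, and 3.04-fold and 4.62-fold higher in FOS with these fractions. These folds come from 1.31, 1.92, 1.61 and 2.21 in the authors' deposited table. In FOS+PAC2, lp_3491 was 1.49-fold, lp_1112 3.41-fold and lp_1113 2.71-fold higher than in glucose (0.58, 1.77 and 1.44 in the authors' deposited table). They ranked 1049, 378 and 515 of 3137 from the highest.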

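The 4-carboxymuconolactone decarboxylase gene lp_2852 had the highest log2 fold change of all 3137 genes in FOS+PAC1 relative to glucose, at 8.87 in the authors' deposited table, or 469-fold. The adjacent lp_2853 and lp_2851 ranked 2 and 3, with 8.47 and 7.39 in the authors' deposited table. The same genes held ranks 1 to 3 in FOS+PAC2 and with either PAC fraction alone, relative to glucose. They also held ranks 1 to 3 in XG without PACs, where lp_2852, lp_2853 and lp_2851 stood at 13.23, 12.93 and 11.62 in the authors' deposited table. Relative to XG, PAC1 and PAC2 gave −0.77 and 0.54 for lp_2853 and 0.58 and 0.79 for lp_2851.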

FOS+PAC1 upregulated a 4-carboxymuconolactone decarboxylase that may be active in protocatechuate degradation (lp_2852; Figure S13A). This putative gene, along with an adjacent locus potentially related to quercetin dioxygenase (lp_2853) and an oxidoreductase (lp_2851), were downregulated by FOS+PAC1 relative to FOS+PAC2 (*p* < 0.05; Figure S13C). These three genes were upregulated by both PAC fractions during HMO fermentations compared to oligosaccharides alone (log_2_ fold change > 6; *p* < 0.05; Figure S12).

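Relative to FOS+PAC2, FOS+PAC1 gave log2 fold changes of −5.34 for lp_2852, −4.67 for lp_2853 and −5.03 for lp_2851 in the authors' deposited table. These correspond to 40.5-fold, 25.5-fold and 32.7-fold lower levels and ranked 17, 20 and 19 of 3137 from the lowest. Between PAC1 and PAC2 without FOS the values in the authors' deposited table were smaller in size, at −1.88, −1.47 and −1.69.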

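In HMO+PAC2 relative to HMO, lp_2852, lp_2853 and lp_2851 had the 3 highest log2 fold changes of 3137 genes, at 14.47, 11.77 and 10.61 in the authors' deposited table. In HMO+PAC1 the values in the authors' deposited table were 9.39, 7.18 and 5.75, or 672-fold, 145-fold and 53.8-fold, ranks 2, 4 and 6. The log2 fold changes between HMO+PAC1 and HMO+PAC2 were −5.08, −4.59 and −4.86 in the authors' deposited table.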

## 4. Discussion

In addition to directly impacting the host physiology, dietary polyphenols and oligosaccharides interact with gut microbiota with potential health outcomes. These molecules modulate specific microbial commensal populations to influence the emergent properties of the microbiome. Polyphenols are derived primarily from plants and, as such, compose whole foods or extracts and could impact the microbiome simultaneously. This includes cranberries, which contain an assortment of polyphenolic compounds and dietary fibers.

Previous studies investigated the microbial catabolism of proanthocyanidins and plant oligosaccharides separately using anaerobic bioreactors seeded with fecal extracts [46,47]. Moreover, prebiotic xylooligosaccharides and polyphenols extracted from several sources were studied in an in vitro human colon model to characterize fluxes to microbial properties [48]. Our previous study identified a potential relationship between polyphenols and cranberry oligosaccharides in bifidobacteria [16]. Therefore, we posited that cranberry components act synergistically as they are co-incorporated into whole foods and extracts. *L. plantarum* was selected to study as this organism is used as a probiotic in several applications, with a well-characterized function in maximizing the nutritional value of fermented food [10].

*L. plantarum* does not accumulate biomass efficiently in the absence of a fermentable carbohydrate. Interestingly, the PAC1 fraction isolated from cranberries enables *L. plantarum* growth in the absence of other sugars. PAC2 does so to a lesser extent, albeit close to the negative control medium that lacks carbohydrates. Despite a higher growth, it is notable that PAC1 has a lower carbohydrate content, both in soluble and glycoside forms (Table S1). PAC1 increased the growth efficiency during the fermentation of all the oligosaccharides tested. In contrast, PAC2 significantly increased the XG fermentation efficiency, which is interesting, as both the carbohydrate source and polyphenols were extracted from cranberries.

In contrast to PAC1, PAC2 promoted a minor growth enhancement during FOS fermentation, similar to what was observed on PAC2 alone (Figure 2E). Moreover, PAC2 induced higher concentrations of lactic acid in cultures while utilizing FOS, despite PAC1 eliciting a much greater *L. plantarum* biomass. The XG and HMO fermentations yielded higher end-product secretions relative to FOS utilization (Figure 2). We hypothesize that *L. plantarum* FOS utilization does not proceed through fermentation but, rather, anaerobic respiration. The high biomass observed during FOS+PAC1 utilization in the absence of the predicted fermentation end-products supports this. As FOS+PAC2 resulted in a low biomass, and with the similar low end-product concentrations observed with PAC1, it is possible that there is minor fermentation of the trace carbohydrates introduced by the PAC fractions.

Genes that may play a role in anaerobic respiration have been previously identified in *L. plantarum*, including those that enable the use of nitrate and nitrite as electron acceptors [49,50]. Moreover, it has been reported that *L. plantarum* utilizes inaccessible carbon sources such as mannitol when anaerobic electron acceptors are added to the medium [51]. Although anaerobic respiration has been previously documented in lactobacilli, the observations presented herein prompted the hypothesis that anaerobic respiration proceeds during FOS utilization in the presence of PACs with possible terminal electron acceptors, including DMSO. As PAC1 induced the phenotype, and not PAC2, the solvent DMSO is not solely responsible for this phenomenon. The formate produced from the fermentation of residual carbohydrates could donate electrons to DMSO, as previously observed in other systems [52]. 

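The NADH dehydrogenase gene ndh1 (lp_0313) was 1.94-fold higher in FOS+PAC1 than in glucose, from 0.96 in the authors' deposited table, and ranked 673 of 3137 from the highest. Its value in the authors' deposited table was 0.46 in FOS+PAC2, 1.11 with PAC1 alone and 0.75 with PAC2 alone. Without PACs it was 0.95 in HMO and 1.62 in XG. FOS+PAC1 was 1.41-fold above FOS+PAC2.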

More likely, and typically expected during respiration, NADH is the electron donor, and an NADH dehydrogenase (lp_0313, *ndh1*) was upregulated during FOS+PAC1 utilization (log_2_ fold change = 0.96; *p* < 0.05). 

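Against glucose, glpK (lp_0370) was 17.3-fold and glpD (lp_0371) 59-fold higher in FOS+PAC1, from 4.11 and 5.88 in the authors' deposited table. They ranked 26 and 9 of 3137 from the highest. FOS+PAC2 gave 3.12 and 5.07 in the authors' deposited table, ranks 102 and 30. PAC1 alone gave 3.66 and 5.82, HMO without PACs 3.37 and 5.61, and XG without PACs 2.56 and 4.49. The rise over glucose was therefore not particular to FOS+PAC1. Between FOS+PAC1 and FOS+PAC2, glpK was 1.99-fold and glpD 1.76-fold higher with PAC1.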

The visualization of differential gene expressions on a volcano plot indicated that a glycerol kinase (*glpK*; lp_0370) and a glycerol-3-phosphate dehydrogenase (*glpD*; lp_0371) were upregulated during FOS+PAC1 utilization (Figure S13). This is significant, as anaerobic respiration may couple glycerol-3-phosphate dehydrogenase with fumarate reductase or formate dehydrogenase [53]. Furthermore, genes related to redox reactions, including molybdopterin biosynthesis, fumarate reductase, and nitrate reductase, were differentially regulated in the presence of cranberry PACs and may participate in respiration.

In previous in vitro modeled microbiome research, procyanidin dimers were degraded to phenolic metabolites with profiles similar to the products observed in this study [41,54,55]. In addition, 3-(4’-hydroxyphenyl) propionic acid, a metabolite of p-coumaric acid [45], was detected in most PAC1 fermentations, with the exception of XG+PAC1. This is consistent with the increase in p-coumaric acid (instead of degradation) during XG+PAC1 fermentation. This suggests that *L. plantarum* metabolizes or transforms p-coumaric acid, potentially through previously characterized decarboxylase activity. Interestingly, p-coumaric acid increased during XG+PAC1 fermentations, which may be the result of anthocyanin degradation [56].

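In XG without PACs, lp_1425 was 72.2-fold higher than in glucose, from 6.17 in the authors' deposited table, and ranked 23 of 3137 from the highest. XG+PAC2 stood at 3.32 against glucose in the authors' deposited table, or 10-fold, above HMO alone at 2.08 in the authors' deposited table. HMO+PAC2 stood at 3.78 in the authors' deposited table, rank 159.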

Hydroxycinnamic acid reductase (lp_1425) is upregulated in most PAC2 fermentations, with the exception of XG+PAC2. Moreover, a putative protocatechuic acid decarboxylase (lp_2852) is upregulated, except during XG+PAC1 fermentation. This indicates that the cranberry-derived XG modifies the transcriptional response to cranberry p-coumaric and protocatechuic acids. 

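Relative to XG alone, lp_2852 had log2 fold changes of 0.14 with PAC1 and 1.04 with PAC2 in the authors' deposited table, ranks 1451 and 445 of 3137 from the highest. In XG alone lp_2852 already had the highest fold change of all genes relative to glucose, at 13.23 in the authors' deposited table, and XG+PAC1 stood at 13.38 in the authors' deposited table. HMO alone stood at −0.41 in the authors' deposited table. The PAC1 effect in XG minus that in HMO was −9.25 log2 units, and 99.97% of genes differed less. Against glucose, though, XG+PAC1 stood above HMO+PAC1, which was at 8.98. From these exceptions in XG cultures, the paper reasons that cranberry xyloglucan alters how the cells respond to p-coumaric and protocatechuic acids. Its introduction also names polyphenols as contaminants of crude xyloglucan extracts. The fold changes cannot show whether the XG used here held any, so XG alone may not be free of polyphenols.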

Understanding the significance of this is of potential value in the context of a whole food approach to nutrition.

The underlying mechanism by which cranberry polyphenols act synergistically with dietary oligosaccharides is not currently understood. A potential contributing factor is that polyphenols modulate the transport of exogenous carbohydrates. A previous report speculated that this may occur during *L. plantarum* RM71 galactose fermentation in the presence of catechin to result in greater substrate utilization and lactic acid production [57]. This is consistent to what was observed in the present study, in that PACs increased the transcription of genes annotated as ABC transporters, permeases, and PTS-coupled sugar transport. Increased transport potential may lead to a greater intracellular availability of fermentable substrates.

Both PAC fractions are enriched in proanthocyanidins, and PAC2 contains 15-fold higher total anthocyanins than PAC1. All occurring anthocyanins are O-glycosylated with carbohydrate moieties [58]. Therefore, *L. plantarum* may hydrolyze these glycan linkages to liberate carbohydrates for fermentation. This, however, is not likely the primary driver of the synergistic influence of cranberry PACs with oligosaccharides. Accordingly, the PAC1 fraction exhibits a much more pronounced growth enhancement, despite less residual carbohydrates. PAC2 approaches the PAC1 synergistic impact only in facilitating cranberry xyloglucan fermentation.

*L. plantarum* utilizes dietary oligosaccharides more efficiently in the presence of cranberry polyphenols. There are clear impacts on the cellular physiology and links to global transcription. It is apparent that this probiotic microbe hydrolyzes cranberry polyphenols as well. It is unclear, however, if and how this synergism may impact the human gut microbiome and, ultimately, the host. Characterizing the underlying physiological principles in mechanistic detail will provide greater clarity. This may inform next-generation synergistic synbiotic approaches that incorporate adjunct substrates such as cranberry polyphenols.

## Figures and Tables

**Figure 1:**
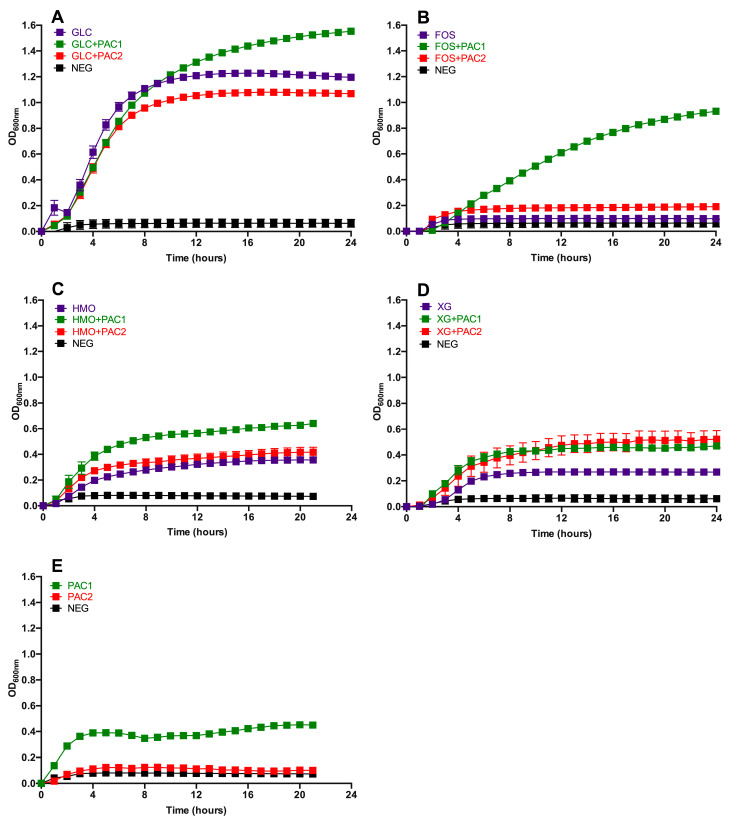
*Lactobacillus plantarum* growth on oligosaccharides in the presence of cranberry proanthocyanidins (PACs). Growth curves of *Lactobacillus plantarum* ATCC BAA-793 on modified de Man, Rogosa, and Sharpe (MRS) containing 1-mg/mL PACs, along with 1% (*w*/*v*) glucose (GLC) (**A**), fructooligosaccharides (FOS) (**B**), human milk oligosaccharides (HMO) (**C**), xyloglucans (XG) (**D**), and PACs alone (**E**). The curves are drawn from the average of three independent biological replicates. NEG (negative control) is modified MRS without a carbohydrate source.

**Figure 2:**
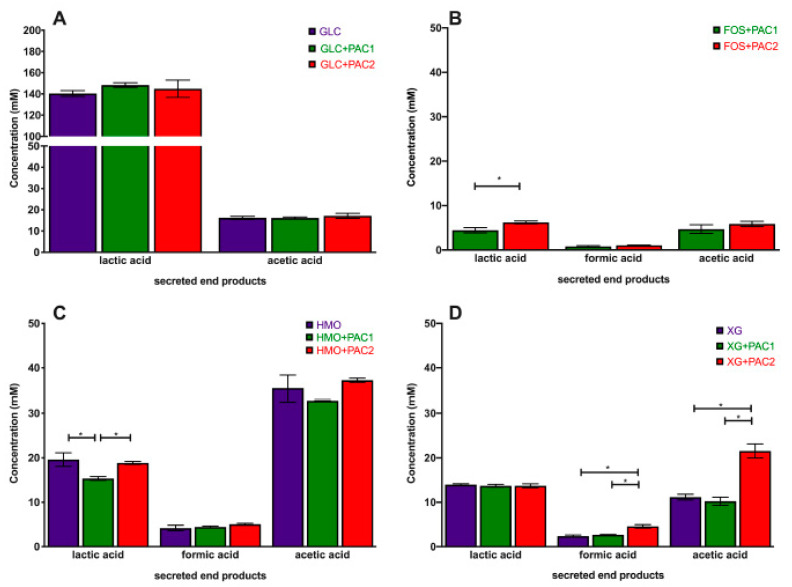
*Lactobacillus plantarum* secreted fermentative end-products while utilizing oligosaccharides and cranberry PACs. Absolute concentrations of lactic acid, acetic acid, and formic acid following the fermentation of glucose (**A**), fructooligosaccharides (**B**), human milk oligosaccharides (**C**), and xyloglucans (**D**). Averages from independent biological triplicates are depicted, and bars represent standard deviations of the mean. The values for organic acid production are expressed in millimolar absolute concentrations. Asterisks represent significant differences evaluated by two-way ANOVA and Tukey’s multiple comparisons test (*p* < 0.05).

**Figure 3:**
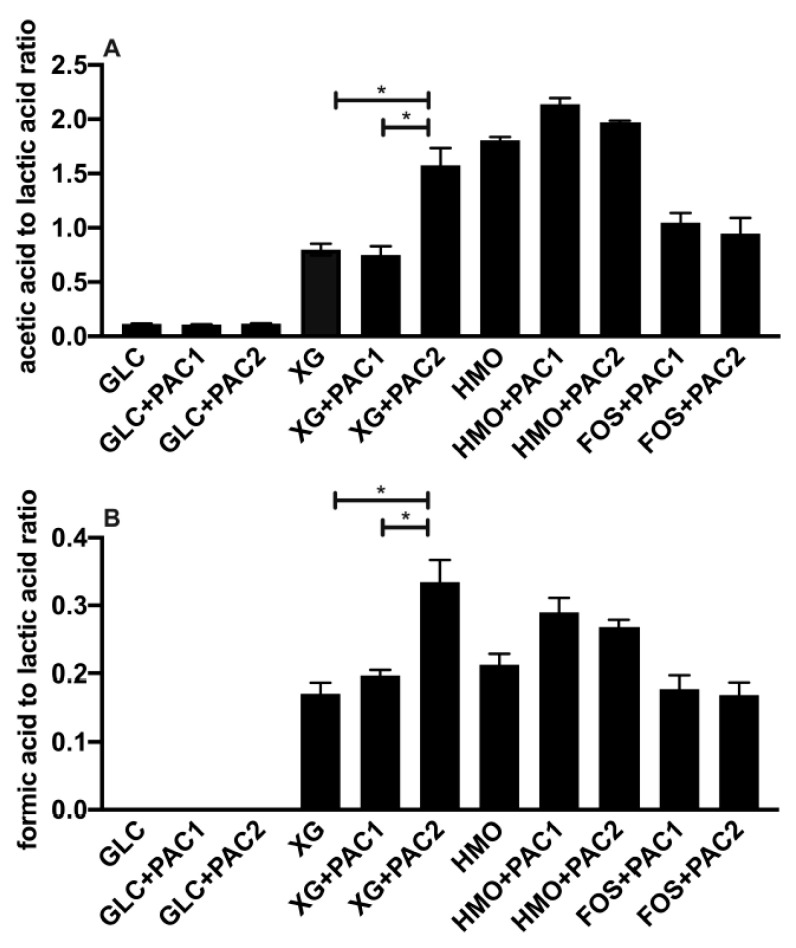
The ratio of fermentative end-products while utilizing oligosaccharides and cranberry PACs. Averages from independent biological triplicates with standard deviation of the mean of the acetic acid-to-lactic acid ratio (**A**) and formic acid-to-lactic acid ratio (**B**). Asterisks represent the significant difference evaluated by ANOVA and Tukey’s multiple comparisons test (*p* < 0.05).

**Figure 4:**
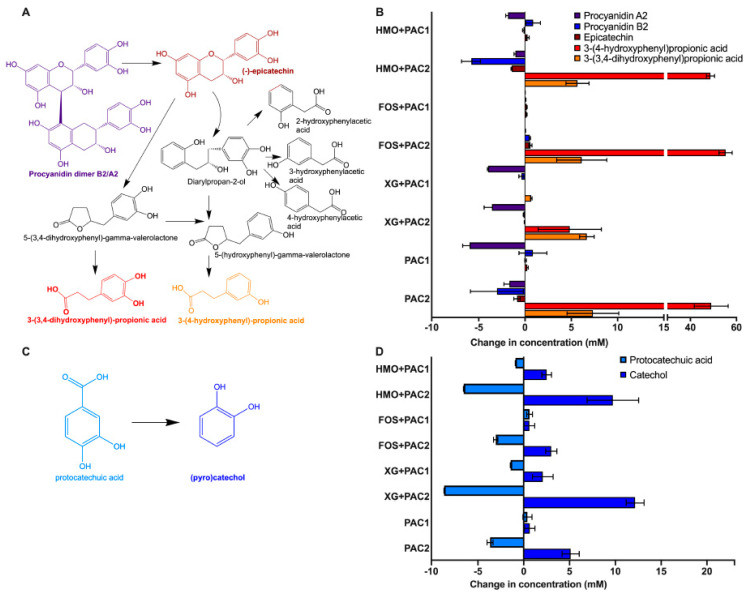
*Lactobacillus plantarum* degradation of phenolic compounds. Schematic diagram of potential degradation pathways of procyanidin A2 and B2 dimers (**A**) and the change in phenolic metabolite concentration following fermentation (**B**). Protocatechuic acid degradation into catechol (**C**) and the quantified change of their concentrations following fermentation (**D**). Averages from independent biological triplicates are shown, and bars represent standard deviation of the mean.

**Figure 5:**
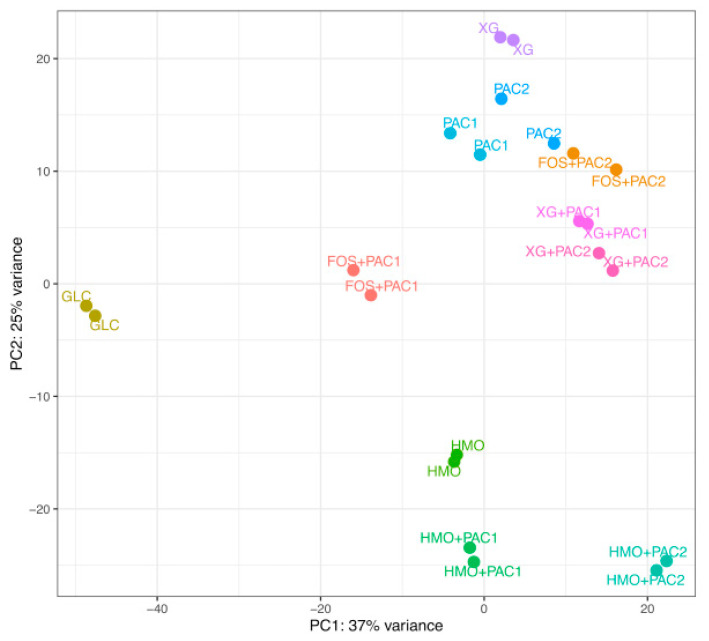
Principal component analysis of the *Lactobacillus plantarum* transcriptome response to cranberry substrates. Circles indicate distances between *L. plantarum* whole transcriptomes in response to glucose (GLC), cranberry proanthocyanidins (PACs) alone, fructooligosaccharides (FOS) with PACs, human milk oligosaccharides (HMO) with PACs, and xyloglucans (XG) with PACs.

**Figure 6:**
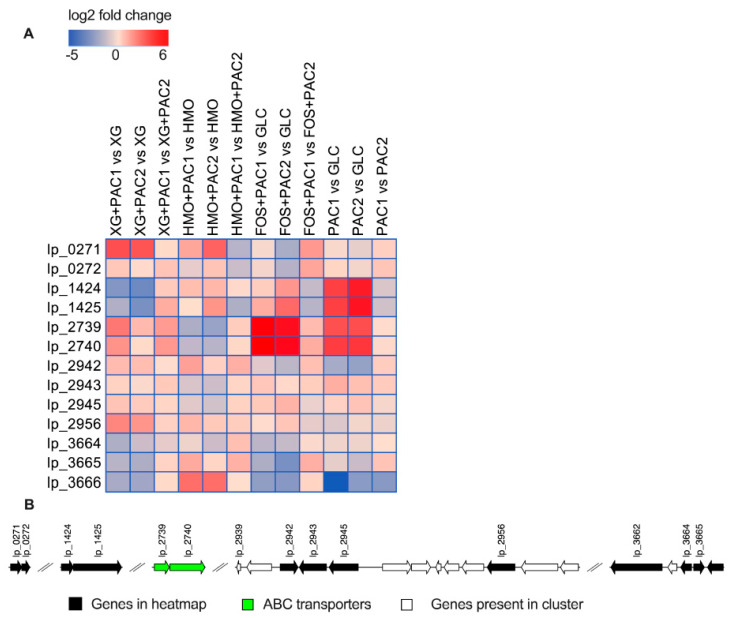
Relative gene expression of the predicted polyphenol metabolism genes within the global transcriptome. The log_2_ fold change gene expression from independent biological duplicates was performed from raw reads using the R package DESeq2 and is depicted in the heatmap (**A**). Potential genomic clusters involved in *L. plantarum* polyphenol utilization (**B**).

**Table 1:** Cranberry phenolic metabolites produced during *Lactobacillus plantarum* oligosaccharide fermentation ^a.^

	**PACs in the Absence of Fermentable Carbohydrates**							
	**PAC1 Pre**	**PAC1 Post**	**Delta**	**% Change**	**PAC2 Pre**	**PAC2 Post**	**Delta**	**% Change**
Procyanidin A2	8.60	2.59 ± 0.66	−6.01 ± 0.66	−69.86 ± 7.68	6.01	4.31 ± 0.59	−1.70 ± 0.59	−28.31 ± 9.86
Procyanidin B2	0.02	0.88 ± 1.51	0.86 ± 1.51	NA	5.99	2.95 ± 2.86	−3.04 ± 2.86	−50.73 ± 47.85
Epicatechin	0.29	0.32 ± 0.04	0.03 ± 0.04	8.73 ± 13.79b	1.19	0.81 ± 0.15	−0.38 ± 0.15	−31.65 ± 12.75b
3-(3,4-dihydroxyphenyl)propionic acid	0.00	0.00 ± 0.00	NA	NA	0.09	7.89 ± 2.97	7.80 ± 2.97	8558 ± 3254
3-(4-hydroxyphenyl)propionic acid	0.00	0.24 ± 0.10	0.24 ±0.10	NA	0.20	48.38 ± 7.25	48.18 ± 7.25	24,054 ± 3618a
3,4-dihydroxyphenylacetic acid	0.02	0.02 ± 0.04	0.00 ± 0.00	−1.82 ± 170.05	0.02	0.06 ± 0.02	0.04 ± 0.02	144.30 ± 88.06
4-hydroxyphenylacetic acid	0.50	0.37 ± 0.18	−0.13 ± 0.18	−25.09 ± 35.96	0.46	0.47 ± 0.15	0.01 ± 0.15	0.71 ± 33.42
Protocatechuic acid	1.48	1.95 ± 0.59	0.47 ± 0.59	31.98 ± 35.91a *	7.31	2.97 ± 0.38	−4.35 ± 0.59	−59.45 ± 5.21 *
Catechol	0.00	0.65 ± 0.56	0.65 ± 0.56	NA	0.00	5.04 ± 0.92	5.04 ± 0.92	NA
Syringic acid	0.10	0.09 ± 0.02	−0.01 ± 0.02	−9.50 ± 20.14 *	0.02	0.21 ± 0.08	0.19 ± 0.08	1049 ± 451b *
p-coumaric acid	0.02	0.00 ±0.00	−0.01 ± 0.00	−79.77 ± 17.52b	29.51	0.15 ± 0.02	−29.36 ± 0.02	−99.50 ± 0.06
	**Xyloglucans**							
	**PAC1 Pre**	**PAC1 Post**	**Delta**	**% Change**	**PAC2 Pre**	**PAC2 Post**	**Delta**	**% Change**
Procyanidin A2	4.38	0.36 ± 0.06	−4.02 ±0.06	−91.71 ± 1.45	6.83	3.25 ± 0.85	−3.58 ± 0.85	−52.40 ± 12.51
Procyanidin B2	0.36	0.08 ± 0.07	−0.28 ±0.07	−78.24 ± 18.86	0.41	0.25 ± 0.05	−0.16 ± 0.05	−38.83 ± 11.24
Epicatechin	0.07	0.08 ± 0.00	0.01 ± 0.00	13.89 ± 4.81b	0.23	0.18 ± 0.04	−0.05 ± 0.04	−21.37 ± 12.75b
3-(3,4-dihydroxyphenyl)propionic acid	0.00	0.18 ± 0.10	0.18 ± 0.10	NA	0.14	6.98 ± 0.80	6.84 ± 0.80	4815 ± 566
3-(4-hydroxyphenyl)propionic acid	0.00	0.00 ± 0.00	0.00 ± 0.00	NA	1.65	2.65 ± 0.38	1.00 ± 0.38	60.38 ± 23.19c
3,4-dihydroxyphenylacetic acid	0.00	0.00 ± 0.00	0.00 ± 0.00	NA	0.00	0.00 ± 0.00	0.00 ± 0.00	NA
4-hydroxyphenylacetic acid	0.00	0.06 ± 0.05	0.06 ± 0.05	NA	0.00	0.06 ± 0.05	0.06 ± 0.05	NA
Protocatechuic acid	1.67	0.26 ± 0.03	−1.41 ± 0.03	−84.60 ± 1.93b	8.72	0.18 ± 0.01	−8.54 ± 0.01	−97.74 ± 0.08
Catechol	0.27	2.42 ± 1.16	2.15 ± 1.16	800 ± 433	0.00	11.34 ± 1.01	11.34 ± 1.01	NA
Syringic acid	0.17	0.31 ± 0.10	0.14 ± 0.10	79.63 ± 58.88	0.33	0.29 ± 0.09	−0.04 ± 0.09	−11.43 ± 27.26c
p-coumaric acid	0.04	1.60 ± 0.08	1.56 ± 0.08	3887 ± 197a *	23.82	2.72 ± 0.30	−21.12 ± 0.30	−88.59 ± 1.26 *
	**Fructooligosaccharides**							
	**PAC1 Pre**	**PAC1 Post**	**Delta**	**% Change**	**PAC2 Pre**	**PAC2 Post**	**Delta**	**% Change**
Procyanidin A2	0.00	0.04 ± 0.04	0.04 ± 0.04	NA	0.04	0.04 ± 0.04	0.00 ± 0.04	−2.03 ± 100.69
Procyanidin B2	0.03	0.09 ± 0.03	0.06 ± 0.03	207 ± 113	0.07	0.59 ± 0.07	0.52 ± 0.07	719.11 ± 94.31
Epicatechin	0.05	0.13 ± 0.02	0.08 ± 0.02	163.37 ± 30.82a	0.17	0.42 ± 0.07	0.26 ± 0.07	155.60 ± 46.27a
3-(3,4-dihydroxyphenyl)propionic acid	0.04	0.00 ± 0.00	−0.04 ± 0.00	−100 ±0	0.00	6.51 ± 2.88	6.51 ± 2.88	NA
3-(4-hydroxyphenyl)propionic acid	0.00	0.16 ± 0.06	0.16 ± 0.06	NA	0.20	54.55 ± 2.79	54.35 ± 2.79	26,959 ± 1386a
3,4-dihydroxyphenylacetic acid	0.03	0.02 ± 0.03	−0.02 ± 0.03	−56.42 ± 75.48	0.04	0.09 ± 0.07	0.05 ± 0.07	115.68 ± 155.38
4-hydroxyphenylacetic acid	0.36	0.36 ±0.13	−0.01 ± 0.13	−1.50 ± 34.50	0.40	0.54 ± 0.10	0.13 ± 0.10	31.60 ± 25.11
Protocatechuic acid	1.39	2.15 ± 0.38	0.75 ± 0.38	54.16 ± 27.16a *	6.26	2.64 ± 0.28	−3.62 ± 0.28	−57.79 ± 4.46 *
Catechol	0.00	0.61 ± 0.56	0.61 ± 0.56	NA	0.00	2.95 ± 0.61	2.95 ± 0.61	NA
Syringic acid	0.08	0.07 ± 0.05	−0.01 ± 0.05	−8.14 ± 56.34 *	0.01	0.18 ± 0.03	0.18 ± 0.03	3251 ± 553a *
p-coumaric acid	0.02	0.00 ± 0.00	−0.02 ± 0.00	−98.76 ± 0.07b	30.29	0.37 ± 0.02	−29.92 ± 0.02	−98.76 ± 94.31
	**Human Milk Oligosaccharides**							
	**PAC1 Pre**	**PAC1 Post**	**Delta**	**% Change**	**PAC2 Pre**	**PAC2 Post**	**Delta**	**% Change**
Procyanidin A2	5.90	4.05 ± 0.24	−1.85 ± 0.24	−31.34 ± 4.14	6.79	5.74 ± 0.14	−1.04 ± 0.14	−15.39 ± 2.13
Procyanidin B2	0.01	0.90 ± 0.79	0.88 ± 0.79	6306 ± 5641	6.99	1.19 ± 0.99	−5.80 ± 0.99	−83.04 ± 14.10
Epicatechin	0.28	0.21 ± 0.05	−0.07 ± 0.05	−25.45 ± 17.03b	1.13	0.50 ± 0.03	−0.63 ± 0.03	−55.69 ± 3.02b
3-(3,4-dihydroxyphenyl)propionic acid	0.00	0.00 ± 0.00	0.00 ± 0.00	NA	0.00	6.03 ± 1.32	6.03 ± 1.32	NA
3-(4-hydroxyphenyl)propionic acid	0.00	0.27 ± 0.16	0.27 ± 0.16	NA	0.37	48.25 ± 1.75	47.87 ± 1.75	12,846 ± 470b
3,4-dihydroxyphenylacetic acid	0.03	0.04 ± 0.01	0.01 ± 0.01	45.59 ± 34.87	0.08	0.14 ± 0.02	0.06 ±0.02	78.96 ± 27.39
4-hydroxyphenylacetic acid	1.67	2.50 ± 0.38	0.83 ± 0.38	49.81 ± 23.05	1.25	1.91 ± 0.32	0.66 ± 0.32	52.46 ± 25.40
Protocatechuic acid	1.23	0.17 ± 0.02	−1.07 ± 0.02	−86.46 ± 1.50b	7.91	0.27 ± 0.03	−7.65 ± 0.03	−96.59 ± 0.44
Catechol	0.00	2.46 ± 0.52	2.46 ± 0.52	NA	0.00	9.59 ± 2.77	9.59 ± 2.77	NA
Syringic acid	0.04	0.06 ± 0.02	0.02 ± 0.02	47.31 ± 48.26	0.03	0.25 ± 0.04	0.21 ± 0.04	639 ± 113bc
p-coumaric acid	0.00	0.00 ± 0.00	0.00 ± 0.00	−73.49 ± 45.92b	24.97	0.12 ± 0.02	−24.85 ± 0.02	−99.50 ± 0.07

^a^ Pre refers to the medium prior to *L. plantarum* inoculation, and post refers the supernatants subsequent to growth. The letters indicate significant differences observed in post-fermentation (i.e., percent change) using one-way ANOVA with Tukey’s test (*p* < 0.05) within the same proanthocyanidin (PAC) fraction. An asterisk indicates the significant difference between the PAC fractions within the same oligosaccharide.

## Data Availability

Raw reads are deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 19 March 2021)) under accession number GSE160565.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2607/9/3/656/s1: Figure S1: *Lactobacillus plantarum* growth while utilizing glucose in the presence of cranberry PACs. Figure S2: Bacterial growth while utilizing oligosaccharides with cranberry PACs. Figure S3: *Lactobacillus plantarum* secreted fermentative end-products while utilizing cranberry PACs alone. Figure S4: The *Lactobacillus plantarum* transcriptome response to carbohydrates and cranberry PACs. Figure S5: Galactose metabolism responding to HMO and PACs. Figure S6: Fructose metabolism responding to FOS in the presence of PAC fermentation. Figure S7: *Lactobacillus plantarum* carbon metabolism genes responding to the oligosaccharide and PACs. Figure S8: Relative gene expression of glycoside hydrolases within the global transcriptome. Figure S9: Gene expression within an arabinose and rhamnose utilization cluster in *Lactobacillus plantarum*. Figure S10: Top 10 Gene Ontology enrichment analyses of pairwise comparisons. Figure S11: Top 10 Gene Ontology enrichment analyses of pairwise comparisons. Figure S12: Relative gene expression of predicted fumarate reductases within the global transcriptome. Figure S13: Volcano plots of differential gene expression profiles of pairwise comparisons. Table S1: Composition of cranberry PAC extracts (Ocean Spray, personal communication). Table S2: MS/MS conditions for phenolic metabolite detection. Table S3: Growth kinetics of *Lactobacillus plantarum* ATCC BAA-793 with PACs calculated with Growthcurver. Table S4: Growth kinetics of other lactobacilli strains grown on carbohydrates with PACs calculated with Growthcurver. Table S5: Spontaneous degradation of phenolic compounds in the absence of *Lactobacillus plantarum*. Table S6: General RNA-seq transcriptome features.

How the deposited data were processed for this re-analysis (not part of the article)

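RNA-seq was performed by the authors on L. plantarum ATCC BAA-793 in 11 culture conditions with 2 biological duplicates each, 22 libraries in all. Total RNA was depleted of rRNA and sequenced as read pairs. According to the paper and the submitters' processing notes, adaptors were trimmed with Trimmomatic, 16S rRNA reads were removed only from samples whose alignment rate to the 16S gene passed a set limit, reads were aligned with Bowtie2 2.3.4.3, sorted with SAMtools 1.4.1, counted per locus tag with HTSeq 0.10.0, and compared with DESeq2 and its Wald test. The log2 fold changes used here are those the authors deposited from that comparison, for 3146 locus tags in 18 pairs of conditions, and 3137 locus tags have values. Whether the fold changes were shrunken is not given in the sources used here. They carry no standard error, no p-value and no value per library.

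A deposited matrix of counts has 22 columns whose names match no sample label, nor any name in the paper or its supplementary tables. They could be assigned to conditions only by their order or their values, so none of the 22 columns was used. The tests fixed before the data were examined, which needed counts per library, could therefore not be run, and no p-value for a gene is given. This covers the comparisons of conditions, the tests of gene lists and the tests of the difference between XG and HMO. Gene lists defined by product names could not be applied either, because the reference table of gene names is for another strain and 0 of its locus tags are of the lp_ series. Names of genes come from the paper alone, and 25 locus tags that it names were followed, of which lp_2939, labelled in Figure 6B, was added after its values were seen. The rule for named genes was to report every locus tag named in the paper's text or Figure 6, whose values in the paper had been read beforehand. The parts of the rule that needed p-values were not applied. Locus tags the paper does not name were limited to 4, chosen after their values were seen: the 2 with the highest minimum and the 2 with the lowest maximum over the comparisons of XG and HMO with and without PACs.

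From the log2 values the following were computed. The linear fold is 2 to the power of the absolute log2 fold change. Ranks are among the 3137 locus tags in a comparison. For pairs of conditions without a column of their own, the log2 fold changes against glucose were subtracted. Columns added up within 0.01 log2 units for 3054 locus tags and did not for 83, with a largest difference of 1.68. The distance between conditions is the median absolute log2 fold change, and genes were counted at a log2 fold change of at least 1 in either direction. These counts follow the size of the fold change alone and are not counts of significant genes. The principal component analysis used the 11 conditions, glucose being 0, and the 500 genes that varied most. Lists of genes were set beside 10000 random lists of the same size, drawn from all locus tags and not matched on expression. Depth per library was taken from the paper's Table S6, and the number of reads behind a gene is unknown, so no interval or detection limit could be given. Correlations across conditions were tested with 100000 permutations, two-sided.

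Alternatives were other measures of distance, other sets of genes, recentring on the median of all genes and subtraction of the glucose columns. The distance, list and random-draw computations were tested on simulated fold changes with known answers. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.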

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

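All the results in this part were picked out after their values were seen, since the tests fixed beforehand needed counts per library. The tests against the share of reads outside genes and against biomass were set before their outcome was known, and the test of too few reads after.

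The paper's text does not discuss lp_3368 and lp_3369, which carry consecutive locus tags and which the sources used here do not pair with gene names. Of 3137 locus tags, 3 had log2 fold changes of at least 4 in the authors' deposited table in each of the comparisons of XG+PAC1 and XG+PAC2 with XG and of HMO+PAC1 and HMO+PAC2 with HMO, and these are the 2 with the highest minimum. The comparisons in XG share the XG libraries and those in HMO the HMO libraries, so they are not 4 independent cases. In the authors' deposited table lp_3369 stood at 8.42 in XG+PAC1, 6.71 in XG+PAC2, 10.28 in HMO+PAC1 and 8.14 in HMO+PAC2, and lp_3368 at 6.61, 5.16, 7.88 and 5.80 in the same order. Too few reads in the XG and HMO cultures without PACs could inflate such values. The tables argue against this as the whole cause, because the lowest value of the 2 locus tags against glucose in the 4 cultures with PACs was 2.32, while glucose itself was above XG and HMO. With PACs and no carbohydrate the authors' deposited table gives less against glucose, 2.20 with PAC1 and 0.99 with PAC2 for lp_3369, and 1.35 and −0.05 for lp_3368. In FOS+PAC1 and FOS+PAC2 the authors' deposited table gives 3.78 and 1.50 for lp_3369 and 3.12 and 1.56 for lp_3368, against glucose. A response of these genes to PACs stays open as a hypothesis, and the spread between duplicates is not known here. PACs were added in DMSO, so comparisons with and without PACs could not tell such a response apart from one to the solvent. Both fractions were dissolved in DMSO, yet PAC1 stood above PAC2 without carbohydrate and in FOS, HMO and XG. In that order the authors' deposited table gives 1.21, 2.28, 2.13 and 1.71 for lp_3369 and 1.40, 1.57, 2.08 and 1.46 for lp_3368. At equal doses the solvent alone would not separate the fractions, but the DMSO dose of each culture is not known here.

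The median of the tRNA genes was lower than in glucose in each of the 10 other conditions, a signal the paper's text does not report. Single tRNA genes could go the other way, from 0 of 66 above glucose in HMO+PAC2 to 16 of 66 in XG. The median log2 fold change of the 66 tRNA genes was −1.31 with PAC1, −2.00 with PAC2, −1.00 in FOS+PAC1, −2.34 in FOS+PAC2, −1.43 in HMO, −1.70 in HMO+PAC1, −2.93 in HMO+PAC2, −1.44 in XG, −2.02 in XG+PAC1 and −1.80 in XG+PAC2, each below all 10000 random lists. All of these share the glucose libraries. Without glucose in the comparison, the median was −1.35 in HMO+PAC2 relative to HMO, −0.81 in XG+PAC1 and −0.65 in XG+PAC2 relative to XG, again below all random lists, and −0.10 in HMO+PAC1 relative to HMO, which was not. With PAC1 relative to PAC2 it was 0.85 without carbohydrate, 1.46 in FOS and 1.11 in HMO, each above all random lists, and −0.08 in XG, with 24.1% of random lists below it. Chance was not tested apart from the random lists, which were not matched on expression, and copies of a tRNA gene can share reads. Glucose libraries also had fewer reads outside annotated genes, and a lower recovery of tRNA reads from the other libraries may be tied to that. Across the 10 other conditions the tRNA median had Spearman's rho = 0.44 (permutation p = 0.205, adjusted p = 0.264 over 2 relations) and Pearson's r = 0.60 (permutation p = 0.0672) with that share, and r = 0.36 without HMO and FOS+PAC1. The explanation needs a negative relation, so the sign ran against it, but not far enough beyond chance to exclude it. With the biomass in the paper's Table S3, rho was 0.39 (permutation p = 0.264, adjusted p = 0.264) and r was 0.47 (permutation p = 0.171), and r = 0.081 without FOS+PAC1 and PAC2. A link to the biomass reached cannot be told apart from none with 10 conditions. Growth rate was not tested, and the RNA came from mid-exponential phase, so a link to growth at harvest stays open.

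The median of the 12 rRNA genes with values was 2.78 with PAC1, 3.39 in HMO+PAC2 and 2.26 in XG, each relative to glucose, above all random lists of 12 locus tags, and −2.98 in XG+PAC1 relative to XG, below all of them. In that last comparison 6 of the 12 genes are listed at exactly 0 and the other 6 were below 0, so the median lies between a 0 and a negative value. The median was −0.56 in XG+PAC2 relative to XG, and 0 in HMO+PAC1 and 0.32 in HMO+PAC2 relative to HMO. Of the random lists, 1.81%, 43.2% and 74.1% lay below these values. Between the fractions it was −5.35 for HMO+PAC1 relative to HMO+PAC2 and −1.33 for XG+PAC1 relative to XG+PAC2, also below all random lists, but 0 for PAC1 relative to PAC2 and for FOS+PAC1 relative to FOS+PAC2, with 4 and 6 genes listed at exactly 0. Relative to glucose it was 1.36 with PAC2, 0.04 in HMO+PAC1, 0.20 in XG+PAC2 and −0.87 in XG+PAC1, with 99.82% of random lists below the value with PAC2 and 4.92% below that in XG+PAC1. It was 0 in FOS+PAC1, FOS+PAC2 and HMO, where 3 genes each are listed at exactly 0 and the others went both ways, from −3.19 to 5.93 in FOS+PAC1, from −1.35 to 7.83 in FOS+PAC2 and from −2.79 to 6.31 in HMO. Copies of an rRNA gene can share reads, so the 12 locus tags are not independent, and the random lists of separate genes do not measure chance for them. The RNA had been depleted of rRNA. The authors removed 16S reads only from samples whose alignment rate to the 16S gene passed a set limit.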

How the results depend on the processing

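The choices here were made after the data were examined, except that all genes in place of the 500 most variable ones was fixed beforehand for the principal component analysis. A value was taken as kept when it stayed within 1.5 times the main value, or within 0.1 log2 units for a single gene. The 20 counts of genes at least 2-fold apart were kept when rRNA and tRNA genes were left out, when fold changes were recentred on the median of all genes and when the 83 locus tags whose columns do not add up were left out. The shares of variance were kept under both other sets of genes, and the correlations between XG and HMO under both alternatives. On component 2, XG moved more than HMO under both other sets of genes, but the gap narrowed with all genes. With PAC2 the shifts were then 28.5 for XG and 22.8 for HMO, against 27.1 and 14.5 over the 500 most variable genes. Of the 132 alternatives for results on whole comparisons, 109 stayed within that range and 23 did not, all of them ranks of distances or shifts on a component. FOS+PAC2 and PAC2 alone, rank 6 of 55 by the median, ranked 2 over the 500 most variable genes, 2 by the root mean square and 2 by the number of genes at least 2-fold apart. FOS+PAC2 and XG+PAC2 ranked 4 by that number. HMO and XG+PAC2, rank 3 by the median, ranked 9 over the 500 most variable genes, 14 by the root mean square and 5 by the number of genes. In the principal component plane with all genes, FOS+PAC2 and PAC2 ranked 9, FOS+PAC2 and XG+PAC1 5, HMO and HMO+PAC1 10, HMO+PAC1 and HMO+PAC2 28, and XG and XG+PAC1 34, against 5, 1, 4, 18 and 16. XG then moved by 30.3 with PAC1 and 31.3 with PAC2 on component 1 and by 36.8 with PAC1 on component 2, and HMO by 7.16 with PAC1 on component 1 and by 21.0 with PAC1 and 22.8 with PAC2 on component 2. Without rRNA and tRNA genes, XG+PAC1 and XG+PAC2 ranked 7 against 2, HMO and HMO+PAC1 ranked 2, and the shifts with PAC1 were 14.8 for XG and 5.22 for HMO on component 2 and 6.75 for HMO on component 1. The cause was not tested. Of 756 alternatives for single locus tags and for the tRNA medians, 751 stayed within the range, and none changed the sign of a value of at least 0.5 log2 units. The other 5 were all for lp_1064, which is listed at 0 in several comparisons. No paired analysis was possible because the fold changes hold no value per library. For the same reason the alternatives fixed beforehand that need counts were not run: another normalization, another test, filters on low counts, fits on fewer libraries, the replicate number as a block, rRNA and tRNA genes left out before normalization, each replicate left out, and other gene list tests. The libraries of PAC1, PAC2 and XG alone had at most 4312306 read pairs each in the paper's Table S6, and what depth limits could not be measured without counts.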

Differences from the paper's values

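Of 45 log2 fold changes or limits the paper's text gives for named genes, 41 match the authors' deposited table after rounding and 4 do not. For tannase (lp_2956) in HMO+PAC2 the paper's value is 0.4 and the authors' deposited table gives 0.48. For lp_2740 in HMO+PAC1 the paper's limit is below −1.5 and the authors' deposited table gives −1.36. For lp_2945 in FOS+PAC1 the paper's limit is above 0.5 and the authors' deposited table gives 0.47. For lp_2851 in HMO+PAC1 the paper's limit is above 6 and the authors' deposited table gives 5.75. The alternatives set before the data were examined needed counts per library and were not run on these 4 values. Recentring on the median of all genes, chosen after the data were examined, gives 0.44 for tannase, which rounds to the paper's value, and leaves the other 3 outside the paper's limits, at −1.40 for lp_2740, 0.46 for lp_2945 and 5.71 for lp_2851.

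The paper places FOS+PAC1 as the transcriptome most set apart in its principal component analysis of libraries, apart from glucose. In the analysis of conditions here, HMO+PAC2 was farther from its nearest neighbour than FOS+PAC1 was, at 29.9 against 21.6, and with all genes at 39.9 against 20.4. The paper used values per library from DESeq2, whereas fold changes against glucose were used here, in which genes with few reads can weigh more. These analyses are not on the same scale, so a difference in placement may come from the method. The paper places the HMO transcriptomes apart from the other conditions. Their positions on component 2 go with this over the 500 most variable genes, but with all genes the condition nearest to HMO in the plane was XG+PAC1, at 18.1, and over 3137 genes the condition nearest to HMO by the median distance was XG+PAC2, at a median absolute log2 fold change of 0.45, and that nearest to HMO+PAC1 was XG+PAC1, at 0.46. The place of HMO and XG+PAC2 depends on the measure, since they ranked 3 of 55 pairs by that median but 9 over the 500 most variable genes, 14 by the root mean square and 5 by the number of genes at least 2-fold apart, measures chosen after the data were examined. The paper describes XG+PAC1 and XG+PAC2 as close to superimposable. They ranked 2 of 55 pairs in the principal component plane, but 7 without rRNA and tRNA genes, an alternative chosen after the data were examined, and 725 genes were at least 2-fold apart, and the spread between duplicates was not measurable here.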

Other observations

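The tests in this part were chosen after part of the values were seen, and the outcome of the comparison between PAC fractions was not known when its test was set. The paper names glpK and glpD, genes of glycerol use, for FOS+PAC1. In the authors' deposited table both were above glucose in all 10 other conditions, glpK (lp_0370) by 2.56 to 4.65 and glpD (lp_0371) by 4.49 to 7.03 log2 units, with XG alone lowest and HMO+PAC2 highest. ndh1 (lp_0313) was above glucose in 9 of the 10 in the authors' deposited table, up to 1.62 in XG alone, and below it in HMO+PAC1 at −0.72. tanR (lp_2942) was below glucose in all 10, from −2.26 with PAC2 alone to −0.50 in HMO+PAC1 in the authors' deposited table. These comparisons share the glucose libraries, so an unusual value there would enter each of them.

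Of the genes that Figure 6 shows with padA, some went opposite ways in the oligosaccharides and others did not. lp_3666 stood at 2.58 with PAC1 and 2.58 with PAC2 relative to HMO in the authors' deposited table, but at −1.90 and −2.01 relative to XG. padA itself (lp_3665) stood at 1.21 and 0.20 relative to HMO and at −1.56 and −1.81 relative to XG in the authors' deposited table. lp_3664 was lower with PACs in both, at −1.76 and −1.14 in XG and −0.41 and −1.14 in HMO in the authors' deposited table. lp_3662, shown in Figure 6B, was also lower in both, at −2.22 and −2.37 in XG and −0.79 and −1.81 in HMO, but stood at 4.35 in FOS+PAC1 and 0.28 in FOS+PAC2 relative to glucose in the authors' deposited table. lp_2939, labelled in Figure 6B near tanR, stood at −2.24 and −1.72 in XG and −0.56 and −0.87 in HMO in the authors' deposited table. lp_0271, also in Figure 6, was higher with PACs in both, at 3.36 and 3.24 in XG and 1.29 and 2.88 in HMO in the authors' deposited table. These differences between XG and HMO were not tested.

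Across 3137 genes, which are not independent replicates, the log2 fold changes of PAC1 in XG and in HMO had Pearson's r = 0.37, and those of PAC2 had r = 0.28. The comparisons in XG and in HMO share no library. Both may also differ in DMSO, the solvent of the PACs, so shared changes need not belong to the PACs. With PAC1, 156 genes were at least 2-fold higher in both, where independent lists of that size would share 79.4, and 190 were at least 2-fold lower in both against 81.2. With PAC2 these numbers were 227 against 121.0 and 123 against 62.4. The expected numbers take every gene as equally likely to reach 2-fold. Genes with few reads may reach it more often in any comparison, so the excess can overstate what is shared. Over all genes, the sign was the same in XG and HMO for 64.2% with PAC1 and 62.2% with PAC2. A hypothesis was that these shared changes belong to one PAC fraction. Then different fractions in XG and HMO should correlate less, but r was 0.32 for PAC1 in XG with PAC2 in HMO and 0.19 for PAC2 in XG with PAC1 in HMO. The lower correlation of one fraction with itself minus the higher correlation between fractions was −0.037. By Spearman's rho, PAC1 in XG with PAC2 in HMO gave 0.38, above the same-fraction values of 0.36 and 0.32. PAC2 in XG with PAC1 in HMO gave 0.19, below both. The pairs between fractions thus went opposite ways, which leaves it open whether the shared changes are specific to a fraction.

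Of the locus tags the paper does not name, the 2 with the lowest maximum over XG and HMO with PACs were lp_1064 and lp_1070, picked after their values were seen. With PAC1 and PAC2, lp_1070 stood at −2.44 and −2.43 relative to XG and −2.26 and −1.79 relative to HMO in the authors' deposited table. lp_1064 stood at −1.90 and −3.47 relative to XG and −3.94 and −4.25 relative to HMO in the authors' deposited table, but it is listed at 0 in several comparisons with glucose and its columns do not add up.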
